# Core Metabolism Shifts during Growth on Methanol versus Methane in the Methanotroph *Methylomicrobium buryatense* 5GB1

**DOI:** 10.1128/mBio.00406-19

**Published:** 2019-04-09

**Authors:** Yanfen Fu, Lian He, Jennifer Reeve, David A. C. Beck, Mary E. Lidstrom

**Keywords:** 13C tracer analysis, flux balance analysis, methanol, methanotrophs

## Abstract

Methylomicrobium buryatense 5GB1 is an obligate methylotroph which grows on methane or methanol with similar growth rates. It has long been assumed that the core metabolic pathways must be similar on the two substrates, but recent studies of methane metabolism in this bacterium suggest that growth on methanol might have significant differences from growth on methane. In this study, both a targeted metabolomics approach and a ^13^C tracer approach were taken to understand core carbon metabolism in M. buryatense 5GB1 during growth on methanol and to determine whether such differences occur. Our results suggest a systematic shift of active core metabolism in which increased flux occurred through both the Entner-Doudoroff (ED) pathway and the partial serine cycle, while the tricarboxylic acid (TCA) cycle was incomplete, in contrast to growth on methane. Using the experimental results as constraints, we applied flux balance analysis to determine the metabolic flux phenotype of M. buryatense 5GB1 growing on methanol, and the results are consistent with predictions based on ATP and NADH changes. Transcriptomics analysis suggested that the changes in fluxes and metabolite levels represented results of posttranscriptional regulation. The combination of flux balance analysis of the genome-scale model and the flux ratio from ^13^C data changed the solution space for a better prediction of cell behavior and demonstrated the significant differences in physiology between growth on methane and growth on methanol.

## Abstract (precis)

One-carbon compounds such as methane and methanol are of increasing interest as sustainable substrates for biological production of fuels and industrial chemicals. The bacteria that carry out these conversions have been studied for many decades, but gaps exist in our knowledge of their metabolic pathways. One such gap is the difference between growth on methane and growth on methanol. Understanding such metabolism is important, since each has advantages and disadvantages as a feedstock for production of chemicals and fuels. The significance of our research is in the demonstration that the metabolic network is substantially altered in each case and in the delineation of these changes. The resulting new insights into the core metabolism of this bacterium now provide an improved basis for future strain design.

## INTRODUCTION

Methylomicrobium buryatense 5GB1 is an obligate type I methanotroph and is a candidate with promise for converting methane into valuable chemicals in industrial processes (1–3). Recently, much progress has been made toward a basic understanding of M. buryatense 5GB1 metabolism during growth on methane (4–7). This obligate methylotroph is also able to grow on methanol with a growth rate similar to that seen with methane (4). Similarly to methane-based biotechnology, methanol-based biotechnology is a rapidly moving area (8, 9). Having a single strain that could use either methane or methanol creates more flexibility for future bioprocesses than is provided by strains that grow on only one of these one-carbon substrates.

It might be expected that growth on methane and growth on methanol would use similar metabolic pathways, since the steps after methanol are the same (Fig. 1). In this scenario, methanol dehydrogenase converts methanol into formaldehyde, which can further be oxidized into formate and then CO_2_ to provide reducing equivalents as NADH. A portion of the formaldehyde is assimilated via the ribulose monophosphate (RuMP) cycle. Two variants of the RuMP cycle are predicted, namely, the Embden-Meyerhof-Parnas (EMP) variant and the Entner-Doudoroff (ED) variant (5). In the EMP pathway, fructose-6-phosphate (F6P) is converted into fructose 1,6-bisphosphate (FBP) and split into C3 sugar phosphates via fructose-bisphosphate aldolase, eventually resulting in pyruvate formation. In the ED pathway, 6-phosphogluconate (6PG) is converted into 2-keto-3-deoxy-6-phosphogluconate (KDPG) and then to pyruvate and glyceraldehyde 3-phosphate (GAP) via 2-keto-3-deoxygluconate 6-phosphate aldolase.

**FIG 1:**
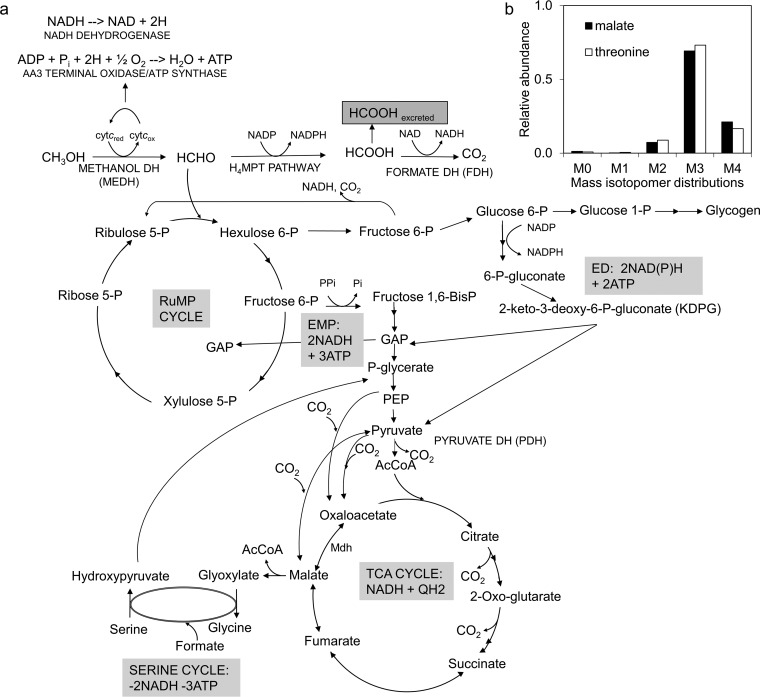
Core metabolism for growth on methanol with MIDs for key metabolites. (a) Methanol is oxidized to formaldehyde, which either enters into the RuMP cycle or is further oxidized to CO_2_. Sugar phosphates with a six-carbon (C6) backbone are then converted into sugar phosphates with a three-carbon backbone via either the EMP pathway or the ED pathway. Glycogen is synthesized from C6 sugar phosphates. Downstream of the PEP and pyruvate node, multiple routes exist for the interconversion of C3-C4 compounds. Both pyruvate dehydrogenase and malyl-CoA lyase could contribute to *de novo* AcCoA synthesis. AcCoA enters the TCA cycle to provide precursors for biomass synthesis. (b) MIDs of malate and threonine indicate negligible flux through fumarase to malate (see Table S2 in the supplemental material).

An analysis of growth on methane by this methanotroph has predicted that the electrons driving methane oxidation are mainly derived from methanol oxidation, with only a small proportion derived from NADH (4, 5). If that is the case, it raises the possibility that growth on methane and growth on methanol might be significantly different, since during growth on methanol, the electrons from methanol oxidation must enter the electron transport chain, consuming O_2_ and pumping protons, resulting in ATP synthesis (Fig. 1). Thus, growth on methanol should result in less NADH dehydrogenase flux and less ATP made through oxidative phosphorylation from NADH than growth on methane. That in turn could impact flux through other parts of central metabolism to rebalance levels of ATP and NADH production and consumption. It has already been observed that the levels of both excreted formate and intracellular glycogen are about 20-fold higher in methanol-grown cultures than in methane-grown cultures (4). In order to explore whether further metabolic differences exist, we compared the metabolism of M. buryatense 5GB1 grown on methanol to that already determined during growth on methane.

Metabolite profiling and ^13^C tracer analysis are two approaches that provide a direct view of cellular behavior resulting from an integrative effect on gene expression and regulation. In this study, targeted metabolite profiling was performed for core metabolites in cultures grown on either methane or methanol to discover and quantitate which parts of the network change when either substrate is utilized. In addition, ^13^C tracer analysis was conducted to determine whether the organism changes strategies for interconversion of C2-C3-C4 compounds downstream of the pyruvate node, based on growth substrate.

The data from the ^13^C analyses were incorporated into a COnstraints-Based Reconstruction and Analysis (COBRA) genome-scale metabolic model. COBRA (10, 11) is flux balance analysis (FBA) based on stoichiometry equations describing a genome-scale model network that predicts flux distributions to achieve optimization of an objective function. It is an approach complementary to ^13^C based flux analysis since the network covered in FBA is much broader. However, the assumption that the network is operating to provide optimization with respect to a specific objective goal may not be correct, and multiple possible metabolic configurations could lead to the same value of objective function. Such issues can further lead to a predicted flux distribution differing from the experimentally validated ^13^C metabolic flux analysis (MFA) distribution, leading to less accurate predictions. The ^13^C analysis data provided additional constraints to better predict flux distribution of central metabolism for growth on methanol, while quantification of secreted products was used to further improve the performance of the COBRA model.

## RESULTS

### Targeted metabolomics analysis shows systematic flux distribution shift for growth on methanol compared to methane.

Metabolomics gives a direct view of cell physiology as a result of the integrated effect of gene expression and regulation in the highly interconnected metabolic network (12). Changes in the intracellular level of metabolites indicate metabolite nodes with altered flux. Targeted metabolomics analysis was performed for both methane cultures and methanol cultures in vials during the exponential-growth phase to locate metabolite nodes that respond to the substrate shifts. Each condition corresponded to at least three biological replicates. Intermediate metabolites were extracted and quantitated under both conditions. The levels of metabolites were normalized to both an internal standard (^13^C_4_ succinate) and cell biomass. As seen in Fig. 2, the volcano plot shows the difference in pool size for methanol-grown versus methane-grown cultures with log2-fold change and log10 (*P* values). The following metabolites showed significant pool size increases in methanol culture: glucose 6-phosphate (G6P), F6P, FBP, citrate, 6PG, and KDPG, with KDPG showing the largest increase of approximately 60-fold. The results seen with the first four metabolites indicate flux through the glycogen synthesis pathway, the upper EMP pathway, and the tricarboxylic acid (TCA) cycle, while the results seen with the latter two metabolites indicate flux through the ED pathway. Three metabolites showed pool size decreases: phosphoenolpyruvate (PEP), 2-phosphoglycerate (2PG) plus 3-phosphoglycerate (3PG) (measured as a total pool), and R5P, intermediates of the lower EMP pathway and the RuMP cycle. The sizes of the pools of the TCA cycle intermediates malate, succinate, and 2-oxo-glutarate did not change significantly.

**FIG 2:**
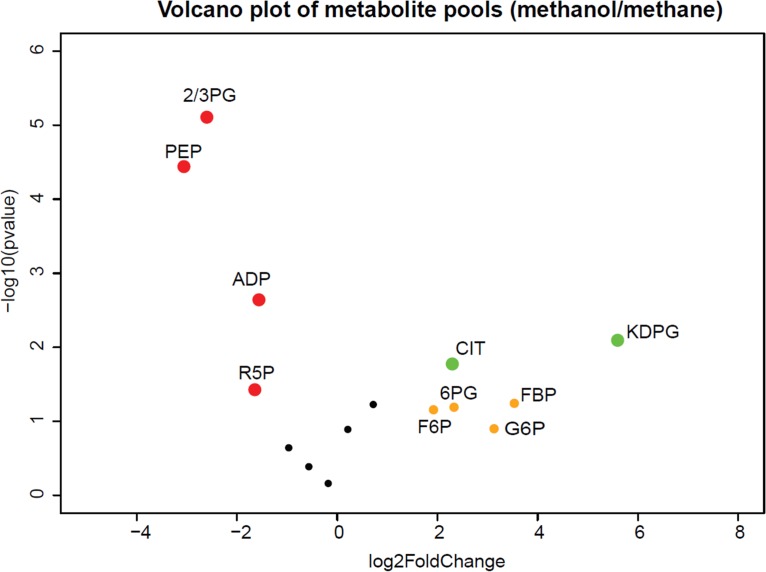
Volcano plot of metabolite pools for methanol-grown versus methane-grown cultures with fold changes and *P* values. The changes of metabolite pools indicated altered flux through those metabolite nodes. Red dots represent metabolites with decreased pool size and statistically significant *P* values. Green dots represent metabolites with increased pool size and statistically significant *P* values. Orange dots represent metabolites with increased pool size and broad *P* value ranges.

These results show that most of the metabolites in core carbon metabolism had changed pool sizes under conditions of growth on methanol compared to methane, which indicates a systematic shift of flux distribution during growth on methanol (13).

### Expression of central metabolism genes showed minor differences.

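Transcript levels of Methylomicrobium buryatense 5GB1, a methane-oxidizing bacterium that can also grow on methanol, were compared between 3 RNA-seq libraries labelled methanol and 3 labelled methane. Of 4494 genes tested, 1867 were higher and 436 were lower in the libraries labelled methanol at an adjusted p under 0.05 from limma. The large subunit of methanol dehydrogenase (MBURv2_210291), the enzyme that oxidizes methanol to formaldehyde, had 5030.2 ± 567 TPM (SD, n = 3) in the libraries labelled methanol and 10649 ± 385 TPM (SD, n = 3) in those labelled methane, which is a log2 fold change of -1.10 (standard error 0.16, adjusted p = 0.0025) from limma. Tungsten-containing formate dehydrogenase (MBURv2_50079), which oxidizes formate, had a log2 fold change of 1.06 (standard error 0.15, adjusted p = 0.0024) from limma. The median log2 fold change of all genes was 0.40, and after median-of-ratios scaling, which brings that median to 0.01, 853 genes were higher and 962 were lower. The share of higher genes among those past the threshold was 81.1% with TPM as deposited and 47% with that scaling. The counts fell to 1026 higher and 176 lower without FM20_TR3. The lower genes fell to 287 and 280 without FM21_TR1 and FM21_TR2 in turn. Without both FM21 libraries no gene passed in limma, and 1036 higher and 237 lower genes had an unadjusted p under 0.05. The cultures were grown in bioreactors and sampled at late log phase. By the FM number in their names, libraries FM18_TR2 and FM18_TR3 were read as one methanol run and FM23_TR3 as another, and FM21_TR1 and FM21_TR2 as one methane run and FM20_TR3 as another. Libraries of one run may be technical replicates, so the run was fitted as a random effect, and p-values rest on 3 libraries per group from 2 runs, with a correlation within runs estimated across genes. The deposited values are TPM, the share of transcripts that a gene takes after correction for its length, and the reads in genes that they imply were 12803709, 7860149 and 6915562 in FM18_TR2, FM18_TR3 and FM23_TR3. The libraries labelled methane were deeper, with 45206975, 34492802 and 31579635 reads in FM20_TR3, FM21_TR1 and FM21_TR2. Genes with a mean of at least 5 TPM in one of the groups were tested on log2(TPM + 1), a scale that understates the change of low genes, with Benjamini-Hochberg adjustment. All fold changes are given as libraries labelled methanol over libraries labelled methane. The fold changes of Table S1, of which the first 1999 of 4540 rows were at hand, run in the opposite direction. Across 1990 genes, which are not independent replicates, they had a Pearson r of -1.00 with the log2 ratio of mean TPM by the labels. The sources used here do not settle whether the labels or the table carry the intended direction, and in that of the table every gene given here as higher would be lower, the shares of higher genes included. Nor do the metabolite pools that the paper measured in vial cultures settle it. By the paper those of phosphoenolpyruvate, phosphoglycerate and ribose 5-phosphate were smaller on methanol, as are several transcripts of glycolysis and the ribulose monophosphate cycle by the labels. Those of the Entner-Doudoroff intermediates were larger, where the transcripts of that pathway are lower by the labels. Pools of hexose phosphates and citrate were also larger on methanol by the paper. Its isotope labeling gave malyl-CoA lyase a larger role on methanol and left little flux through fumarase. By the labels several serine cycle transcripts are lower, malyl-CoA lyase did not pass and fumarase C is higher. These fluxes do not settle the direction either.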

Transcriptome sequencing (RNA-seq) data were used to identify expression differences of genes involved in central metabolism for cultures grown on methane compared to methanol. RNA samples were obtained from cells taken from fed-batch bioreactor experiments performed with either methane or methanol as the sole carbon source (4). 

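The 3-hexulose-6-phosphate synthase genes of the ribulose monophosphate (RuMP) cycle and several genes of glycolysis and the serine cycle were lower in the libraries labelled methanol. With TPM as deposited, 4 of 18 genes of the tricarboxylic acid (TCA) cycle were higher. Of 15 RuMP cycle genes, 0 were higher, 4 were lower and 11 did not pass the limma test (0 higher and 3 lower when adjusted over the list alone). The 3 copies of 3-hexulose-6-phosphate synthase, which fixes formaldehyde onto ribulose 5-phosphate, made up 3 of these, and MBURv2_160304 had 2541 ± 313 TPM (SD, n = 3) in the libraries labelled methanol and 5174 ± 136 TPM (SD, n = 3) in those labelled methane. Its log2 fold change was -1.06 (standard error 0.17, adjusted p = 0.0034 from limma). The copies MBURv2_160308 and MBURv2_160312, at -1.08 and -1.07, carry the same product name and may share reads with it, but no sequences were compared. Of 10 genes of the Embden-Meyerhof-Parnas (EMP) pathway, 2 were higher, 5 were lower and 3 did not pass (2 higher and 6 lower when adjusted over the list alone). Phosphoglycerate mutase (MBURv2_50413) fell by 1.60 on the log2 scale (adjusted p = 0.0012 from limma) and enolase (MBURv2_20405) fell by 1.09 (adjusted p = 0.0054 from limma). Of 9 serine cycle genes, 0 were higher, 5 were lower and 4 did not pass (0 higher and 5 lower when adjusted over the list alone). Serine-glyoxylate aminotransferase (MBURv2_130302) had a log2 fold change of -1.07 (standard error 0.14, adjusted p = 0.0018) from limma, and formate-tetrahydrofolate ligase (MBURv2_130314) had a log2 fold change of -0.65 (standard error 0.14, adjusted p = 0.0097) from limma. Malyl-CoA lyase (MBURv2_130300), which makes acetyl-CoA in this cycle, did not pass the test at a log2 fold change of 0.11. Of 18 TCA cycle genes, 4 were higher, 1 was lower and 13 did not pass (4 higher and 1 lower when adjusted over the list alone). Of all 4494 genes tested, 1867 were higher, which is a larger share. The median log2 fold change of the TCA list less that of all genes was -0.28. Fumarase C (MBURv2_130865) had 62.8 ± 8.83 TPM (SD, n = 3) in the libraries labelled methanol and 28 ± 1.59 TPM (SD, n = 3) in those labelled methane, and aconitate hydratase 1 (MBURv2_190062) rose by 0.75 on the log2 scale (adjusted p = 0.024 from limma). Of 8 formate dehydrogenase genes, 6 were higher, 0 were lower and 2 did not pass (7 higher and 0 lower when adjusted over the list alone), the higher genes including MBURv2_130928 at 0.68 and MBURv2_50078 at 0.70. Aconitate hydratase did not pass at 0.37 with median-of-ratios scaling and 0.14 with quantile normalization, and with median-of-ratios scaling neither did MBURv2_130928 at 0.29 or MBURv2_50078 at 0.31. Aconitate hydratase also did not pass with 1 library left out, at 0.55 without FM23_TR3, 0.77 without FM20_TR3, 0.72 without FM21_TR1 and 0.77 without FM21_TR2, nor did formate-tetrahydrofolate ligase, at -0.66 without FM20_TR3. With 1 library left out, RuMP cycle genes numbered 7 lower without FM18_TR2 or FM18_TR3, and those of the EMP pathway 0 higher without FM20_TR3 and 1 higher without FM23_TR3, FM21_TR1 or FM21_TR2. Serine cycle genes numbered 3 lower without FM20_TR3, those of the TCA cycle 2 higher without FM20_TR3, FM21_TR1 or FM21_TR2, 0 lower without FM20_TR3 and 2 lower without FM18_TR3, and those of formate dehydrogenase 3 higher without FM20_TR3. The genes of Table 1 were chosen by the study on these samples, so their direction is not independent evidence. With median-of-ratios scaling the counts were 0 higher and 14 lower for the RuMP cycle, 1 higher and 7 lower for the EMP pathway, 0 higher and 6 lower for the serine cycle, 2 higher and 5 lower for the TCA cycle, and 1 higher and 0 lower for formate dehydrogenase. Quantile normalization gave 2 higher and 3 lower for the TCA cycle and 0 higher and 4 lower for the EMP pathway. For formate dehydrogenase it gave 6 higher and 0 lower, with MBURv2_130928 at 0.97 and MBURv2_50078 at 0.66.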

Table 1 includes the genes in central metabolism with fold change values and *P* values (cutoff value = 0.05) comparing methane and methanol cultures. The gene expression log2-fold changes in expression of these genes were in the range of 0.3 to 2.8. However, most of these genes showed modest changes (upregulated or downregulated less than 2-fold), suggesting that the change in metabolism was not due to large changes in transcription profiles. It is noteworthy that despite large differences in glycogen content, transcription of genes involved in synthesis of glycogen (*glgA1* and *glgA2*) actually decreased slightly in cultures grown on methanol versus methane, and although the glycogen phosphorylase genes involved in glycogen degradation had a *P* value too high to report (0.08), this transcription also did not appear to be altered (see Table S1 in the supplemental material).

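The genes of Table 1 spanned a log2 fold change of -1.60 to 1.40 in the libraries labelled methanol over those labelled methane, or 0.329 to 2.64 as a linear fold. The lowest was the phosphoglycerate mutase gene MBURv2_50413, with 56.3 ± 5.92 TPM (SD, n = 3) in the libraries labelled methanol and 169 ± 12.3 TPM (SD, n = 3) in those labelled methane. The highest was the lactate/malate dehydrogenase gene MBURv2_210062, with 71.9 ± 6.17 TPM (SD, n = 3) in the libraries labelled methanol and 27.4 ± 3.94 TPM (SD, n = 3) in those labelled methane (adjusted p = 0.0017 from limma). Between them, 3-isopropylmalate dehydrogenase (MBURv2_30146), an enzyme of leucine synthesis, fell by 1.31 on the log2 scale and alanine dehydrogenase (MBURv2_210058) rose by 0.97 (adjusted p = 0.0013 and 0.0013 from limma). Table 1 gives the inverse direction, in which MBURv2_50413 has its highest log2 value, the paper's 1.50, and MBURv2_210062 its lowest, the paper's -1.48.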

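Most of the central metabolism genes in Table 1 differed by less than 2-fold between the groups of libraries, as did most of all genes tested. Table 1 holds 43 loci, and with MBURv2_130930, whose value in Table S1 is the one printed beside the second entry of MBURv2_130929, 44 genes were counted. Of these, 34 (77.3%) had an absolute log2 fold change under 1, and 10 changed at least 2-fold. Pyruvate dehydrogenase (MBURv2_130011), which makes acetyl-CoA from pyruvate, was among those under 2-fold, with 193 ± 26.7 TPM (SD, n = 3) in the libraries labelled methanol and 311 ± 18.3 TPM (SD, n = 3) in those labelled methane and a log2 fold change of -0.74 (adjusted p = 0.0083 from limma). Citric acid cycle malate dehydrogenase (MBURv2_130310) rose by 0.45 on the log2 scale with TPM as deposited (adjusted p = 0.019 from limma). It did not pass at 0.060 with median-of-ratios scaling and 0.36 with quantile normalization (adjusted p = 0.73 and 0.056 from limma). At the adjusted threshold 13 of the 44 genes were higher, 19 were lower and 12 did not pass, and 36 had an unadjusted p under 0.05. Those past the threshold were 6 higher and 11 lower without FM20_TR3, 8 higher and 15 lower without FM21_TR1 and 8 higher and 14 lower without FM21_TR2. Across all genes tested, 80.8% changed by less than 2-fold, and 802 genes were past the threshold with a change of at least 2-fold. The latter numbered 543 with median-of-ratios scaling and 427 with quantile normalization. Malate dehydrogenase did not pass with 1 library left out, at 0.44 without FM20_TR3, 0.44 without FM21_TR1 and 0.47 without FM21_TR2, nor did pyruvate dehydrogenase, at -0.67 without FM20_TR3. With median-of-ratios scaling 27 of the Table 1 genes were under 2-fold, and 4 were higher and 23 lower at the threshold. From the modest size of most of these changes, the paper proposes that the change in metabolism did not come from large changes in transcription.

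**Figure D1:**
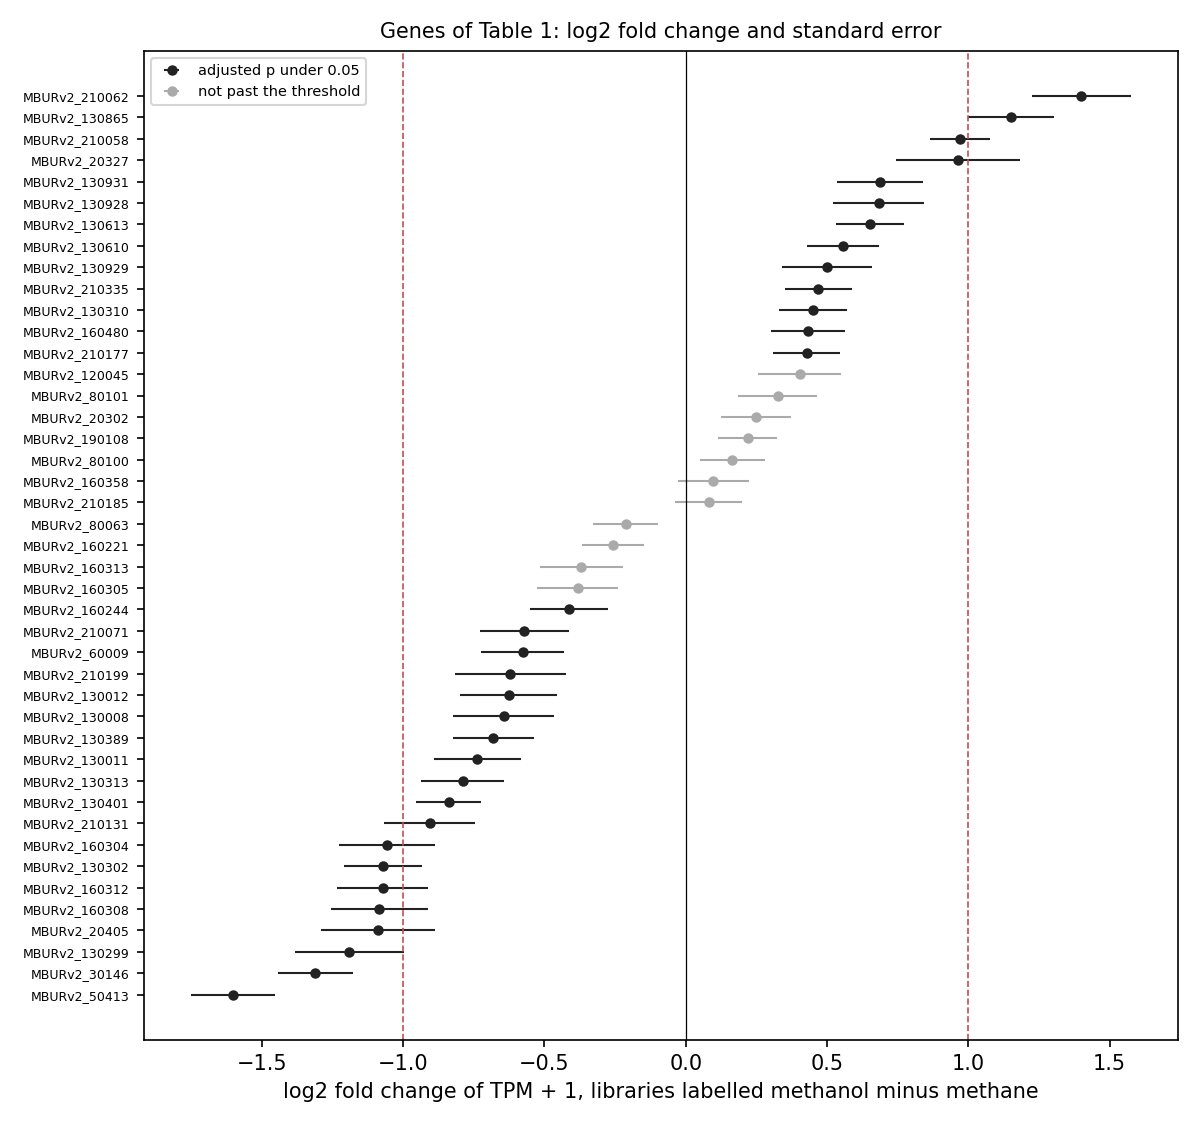
Log2 fold change (x axis, log2 of TPM + 1, libraries labelled methanol minus methane) of each of the 43 loci of Table 1, with its standard error as a bar. Dark points are past an adjusted p of 0.05, grey points are not, and the dashed lines mark a 2-fold change; the points run from -1.60 to 1.40.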

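With TPM as deposited, the gene of glycogen synthase glgA1 (MBURv2_210177) was slightly higher in the libraries labelled methanol, a call that other scalings ended, and both genes annotated as glycogen phosphorylase were lower. Transcripts of glgA1, which extends the glucan chain, stood at 112 ± 5.08 TPM (SD, n = 3) in the libraries labelled methanol and 81.4 ± 6.80 TPM (SD, n = 3) in those labelled methane, which is a log2 fold change of 0.43 (standard error 0.12, adjusted p = 0.022) from limma. It did not pass at 0.042 with median-of-ratios scaling and 0.10 with quantile normalization (adjusted p = 0.79 and 0.53 from limma). The second synthase gene, glgA2 (MBURv2_210185), had 153 ± 11.7 TPM (SD, n = 3) in the libraries labelled methanol and 141 ± 5.52 TPM (SD, n = 3) in those labelled methane and a log2 fold change of 0.08 (adjusted p = 0.60 from limma), which did not pass. The glycogen phosphorylase genes MBURv2_130693 and MBURv2_130285, which release glucose 1-phosphate from glycogen, had log2 fold changes of -0.40 and -0.81 (adjusted p = 0.037 and 0.041 from limma), with 265 ± 27.3 TPM (SD, n = 3) in the libraries labelled methanol and 342 ± 4.61 TPM (SD, n = 3) in those labelled methane for MBURv2_130693. The alpha-glucan phosphorylase gene MBURv2_160243, in contrast, rose by 0.44 on the log2 scale with TPM as deposited (adjusted p = 0.018 from limma). Its call was lost at 0.059 with median-of-ratios scaling and 0.070 with quantile normalization. Among the other genes of synthesis and debranching, the branching enzyme MBURv2_210178 had a log2 fold change of 0.97 (standard error 0.12, adjusted p = 0.0016) from limma, the 4-alpha-glucanotransferase MBURv2_210181 rose by 0.44 and the GlgX homolog MBURv2_240083 by 0.34. Glucose-1-phosphate adenylyltransferase (MBURv2_210179), a second branching enzyme (MBURv2_210187) and phosphoglucomutase (MBURv2_20469) did not pass the test, at log2 fold changes of -0.06, -0.23 and 0.05. Of the 11 genes of the glycogen list, 5 were higher, 2 were lower and 4 did not pass (5 higher and 2 lower when adjusted over the list alone). The counts were 1 higher and 2 lower with median-of-ratios scaling, under which GlgX turned to -0.043 and glgA2 to -0.31, and 1 higher and 2 lower with quantile normalization. Neither GlgX, at -0.068 with quantile normalization, nor MBURv2_210181, at 0.054 with median-of-ratios scaling and 0.14 with quantile normalization, passed under these scalings. The counts of the list were 3 higher and 0 lower without FM20_TR3, 1 higher and 0 lower without FM21_TR1, and 2 higher and 0 lower without FM21_TR2, and 1 was lower without FM18_TR2, FM18_TR3 or FM23_TR3. With these libraries left out in turn, glgA1 did not pass at 0.41 without FM21_TR1 and 0.42 without FM21_TR2. MBURv2_130285 did not pass at -0.79 without FM18_TR2, -0.72 without FM18_TR3, -0.70 without FM20_TR3, -0.83 without FM21_TR1 and -0.83 without FM21_TR2. MBURv2_130693 did not pass at -0.29 without FM23_TR3, -0.39 without FM20_TR3, -0.41 without FM21_TR1 and -0.40 without FM21_TR2. Of the higher genes, MBURv2_160243 did not pass at 0.44 without FM21_TR1 and 0.43 without FM21_TR2, MBURv2_210181 at 0.44 without FM20_TR3 and 0.43 without FM21_TR1, and GlgX at 0.28 without FM23_TR3, 0.36 without FM20_TR3, 0.35 without FM21_TR1 and 0.33 without FM21_TR2.

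**Figure D2:**
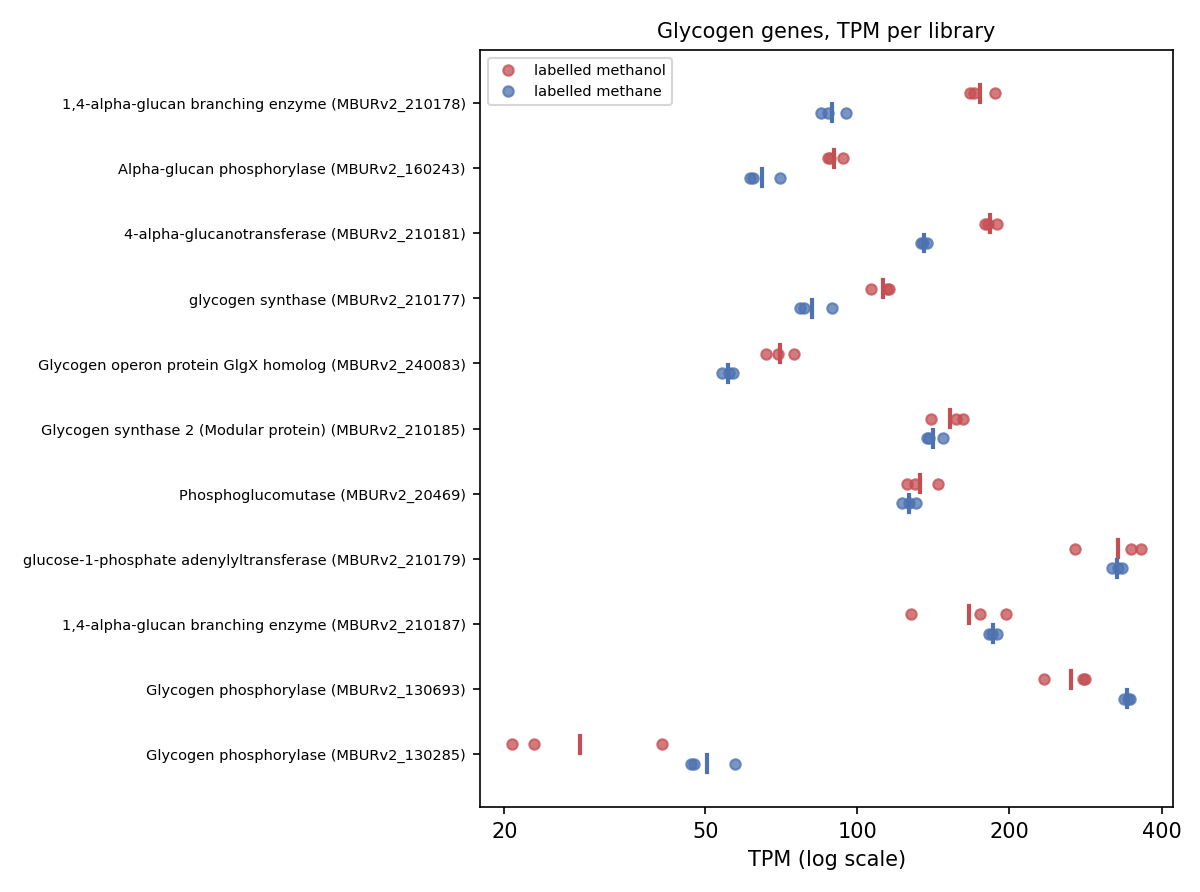
TPM (x axis, log scale) of each gene of the glycogen list in the 3 libraries labelled methanol and the 3 labelled methane. Points are libraries and bars are group means; for glgA1 the libraries labelled methanol all lie above those labelled methane, and for MBURv2_130693 all lie below.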

**TABLE 1:** Fold change of gene expression levels in core metabolism comparing growth on methanol to growth on methane with *P* values of less than 0.05

Locus tag	Gene	Product	Fold change	Log2 fold change	*P* value
MBURv2_210062		Lactate/malate dehydrogenase	0.36	−1.48	0.00
MBURv2_130865	*fumC*	Fumarate hydratase (fumarase C), aerobic class II	0.42	−1.25	0.01
MBURv2_20327	*pykA*	Pyruvate kinase	0.45	−1.17	0.04
MBURv2_210058	*ald*	Alanine dehydrogenase	0.47	−1.08	0.00
MBURv2_130928		NADH:ubiquinone dehydrogenase subunit, associated with formate dehydrogenase	0.57	−0.921	0.01
MBURv2_130931	*fdhD*	Formate dehydrogenase associated protein	0.58	−0.79	0.01
MBURv2_130929		NADH: ubiquinone dehydrogenase subunit, associated with formate dehydrogenase	0.66	−0.66	0.01
MBURv2_130613	*sps*	Sucrose-phosphate synthase	0.60	−0.75	0.00
MBURv2_130610	*ams*	Amylosucrase	0.63	−0.66	0.01
MBURv2_210335		6-Phosphogluconate dehydrogenase NAD-binding	0.67	−0.59	0.00
MBURv2_210177	*glgA1*	Glycogen synthase	0.68	−0.55	0.00
MBURv2_210185	*glgA2*	Glycogen synthase (*P* value too low to include; data in Table S1)			
MBURv2_130310	*mdh*	Malate dehydrogenase	0.69	−0.54	0.01
MBURv2_160480	*fda*	Fructose-1,6-bisphosphate aldolase, class II	0.70	−0.52	0.03
MBURv2_120045	*mtnB*	Methylthioribulose-1-phosphate dehydratase	0.71	−0.50	0.02
MBURv2_130929		Formate dehydrogenase alpha subunit (Mo-enzyme)	0.74	−0.44	0.01
MBURv2_80101	*sdhA*	Succinate dehydrogenase, flavoprotein subunit	0.76	−0.40	0.01
MBURv2_20302	*pps*	Phosphoenolpyruvate synthase	0.79	−0.34	0.02
MBURv2_190108		Putative glyceraldehyde-3-phosphate dehydrogenase	0.81	−0.31	0.00
MBURv2_80100	*sdhB*	Succinate dehydrogenase, FeS subunit	0.83	−0.26	0.01
MBURv2_160358	*icd*	Isocitrate dehydrogenase (NADP)	0.86	−0.21	0.04
MBURv2_80063	*tkt*	Transketolase domain protein	1.09	0.12	0.02
MBURv2_160221	*zwf*	Glucose-6-phosphate dehydrogenase	1.11	0.16	0.03
MBURv2_160313	*rmpB*	3-Hexulose-6-phosphate isomerase	1.23	0.29	0.00
MBURv2_160305	*rmpB*	3-hexulose-6-phosphate isomerase	1.24	0.31	0.00
MBURv2_160244	*rpe*	d-Ribulose-5-phosphate 3-epimerase	1.25	0.32	0.03
MBURv2_210071	*oadB*	Putative oxaloacetate decarboxylase beta chain	1.37	0.45	0.04
MBURv2_60009	*tpiA*	Triosephosphate isomerase	1.38	0.46	0.01
MBURv2_210199	*fchA*	Methenyltetrahydrofolate cyclohydrolase	1.40	0.48	0.03
MBURv2_130012	*pdhB*	Pyruvate dehydrogenase E2 component; dihydrolipoamide acetyltransferase	1.41	0.49	0.04
MBURv2_130389	*sucC*	Succinyl-CoA synthetase, beta subunit	1.46	0.55	0.01
MBURv2_130008	*edd*	6-Phosphogluconate dehydratase	1.49	0.58	0.03
MBURv2_130011	*aceE*	Pyruvate dehydrogenase, decarboxylase component E1, thiamin-binding	1.51	0.60	0.01
MBURv2_130313	*glyA*	Serine hydroxymethyltransferase	1.59	0.67	0.00
MBURv2_130401	*pfp*	Pyrophosphate–fructose 6-phosphate 1–phosphotransferase	1.68	0.75	0.00
MBURv2_210131	*pgk*	Phosphoglycerate kinase	1.68	0.75	0.01
MBURv2_20405	*eno*	Enolase	1.87	0.90	0.01
MBURv2_160304	*rmpA*	3-Hexulose-6-phosphate synthase	1.91	0.94	0.00
MBURv2_130302	*sgaA*	Serine-glyoxylate aminotransferase	1.93	0.95	0.01
MBURv2_160312	*rmpA*	3-Hexulose-6-phosphate synthase	1.94	0.95	0.00
MBURv2_160308	*rmpA*	3-Hexulose-6-phosphate synthase	1.94	0.96	0.00
MBURv2_130299	*sucC*	Succinyl-CoA synthetase, beta subunit	2.05	1.03	0.01
MBURv2_30146	*leuB*	3-Isopropylmalate dehydrogenase	2.30	1.20	0.00
MBURv2_50413	*gpmI*	2,3-Bisphosphoglycerate-independent phosphoglycerate mutase	2.82	1.50	0.00

10.1128/mBio.00406-19.3 TABLE S1 RNA-seq results. Download Table S1, XLS file, 0.8 MB. Copyright © 2019 Fu et al. 2019 Fu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Supernatant metabolite profiles confirmed high formate excretion levels.

Although excretion products have been reported for fed-batch bioreactor cultures of M. buryatense 5GB1 grown on methanol (4), no data are available for vial growth cultures. Vial cultures grown on either methane or methanol to mid-log phase were processed as described in Materials and Methods and analyzed using nuclear magnetic resonance (NMR) to obtain a profile for extracellular metabolites. As shown in Table 2, for methanol-grown cultures, 8.85 ± 0.29 mmol formate/gram cell dried weight (gcdw) was excreted into the supernatant together with much smaller amounts of acetate and lactate. This formate level is about 5-fold higher than that seen with methane-grown cultures, a trend in keeping with previously reported bioreactor results (4). This extracellular metabolite profile was then used for constraining the genome-scale model for better flux prediction. The ethanol concentration in the supernatant was also monitored (see Materials and Methods). The specific product yields determined on the basis of the amount of substrate utilized were then calculated, showing that about 10% of the methanol used was excreted as formate.

**TABLE 2:** Extracellular product yield and biomass for cultures grown on methanol or methane^*a*^

Yield	Methanol-grown cultures	Methane-grown cultures
Product (mmol/gcdw)		
Formate	8.85 ± 0.29	1.92 ± 0.51
Acetate	0.18 ± 0.13	0.13 ± 0.01
Lactate	0.01 ± 0.00	0.01 ± 0.00

Substrate (mmol/mmol methanol consumed)		
Formate	0.09 ± 0.01	NA
Acetate	1.00 × 10^−3^ ± 3.66 × 10^−4^	NA
Lactate	5.92 × 10^−5^ ± 2.92 × 10^−5^	NA

a Values represent at least two replicates for methanol-grown cultures and methane-grown cultures. NA, not applicable.

### ^13^C tracer analysis-elucidated relative flux ratio downstream of the PEP node.

As described previously for methane-grown cultures (14), steady-state ^13^C analysis cannot be used to resolve a significant portion of core metabolism, as the intermediates of core metabolism upstream of and including PEP become fully labeled. However, it can be used to resolve relative flux contributions downstream of the PEP and pyruvate nodes due to CO_2_ incorporation. In this study, the same procedure was carried out using ^13^C methanol as the tracer substrate. As expected from the results from the methane-grown cultures, the levels of flux occurring through the RuMP cycle, the EMP pathway, and the ED pathway could not be distinguished (14). The mass isotopomer distributions (MIDs) of 2 key metabolites are shown in Fig. 1b (a full list is shown in Table S2). These results clearly show that malate and threonine (an indicator of the presence of oxaloacetic acid [OAA], which is poorly measured under these conditions [14]) have similar labeling patterns, with M + 3 levels being higher than M+4 levels, suggesting that the major flux with respect to *de novo* production of OAA and malate was occurring through carboxylation reactions from pyruvate and PEP (Fig. 1a). These results also suggest little to no flux contribution from the oxidative TCA cycle to *de novo* malate production. TCA cycle contribution was investigated by applying ^13^C analysis to both Δ*fumC* and Δ*fumA* mutants. As reported previously for methane-grown cultures (14), a Δ*fumA* mutant disrupted the oxidative TCA cycle. The consistent labeling pattern of OAA and malate for the Δ*fumA* mutant versus the wild-type (WT) strain supported the hypothesis of minor flux contribution to malate from the TCA cycle.

10.1128/mBio.00406-19.4 TABLE S2 MIDs of key metabolites. Download Table S2, XLSX file, 0.02 MB. Copyright © 2019 Fu et al. 2019 Fu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To observe the direct effect of the carboxylation reactions in OAA and malate synthesis, the interconversion of OAA and malate was blocked by mutation. In M. buryatense 5GB1, two genes are predicted to be involved in malate dehydrogenase activity, *ldh* (*MBURv2_210062*) and *mdh* (*MBURv2_130310*). A double mutant of these genes was generated, and ^13^C analysis was performed. The selective MIDs of malate, citrate, threonine and succinate were determined (Fig. 3), and the full list can be found in Table S2. The labeling pattern of threonine for WT and Δ*ldh*Δ*mdh* remains the same, confirming the dominance of carboxylation reactions in producing OAA. Malate showed a different labeling pattern in the Δ*ldh*Δ*mdh* strain, with a higher proportion of M+4 than M+3. In this strain, the conversion of OAA to malate was disrupted, reducing the source of M+3 label, and making the small contribution of the oxidative TCA cycle to the M+4 of malate a relatively greater proportion of the pool. Taken together, these results support the conclusion that OAA and malate are mainly generated from carboxylation of C3 compounds, not from the TCA cycle during growth on methanol.

**FIG 3:**
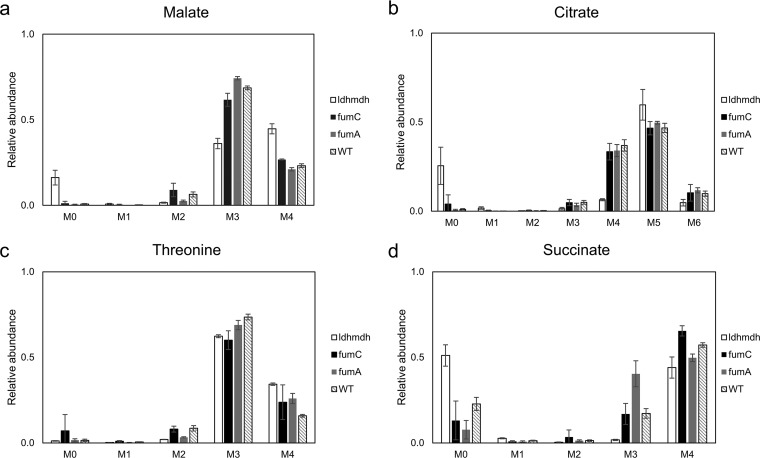
MID of central metabolites of the WT strain and *ΔfumA*, *ΔfumC*, and *Δldh Δmdh* mutants. (a) Malate, where the *Δldh Δmdh* mutant had higher M+4 values than the rest of the strains. (b) Citrate, where the *Δldh Δmdh* mutant had decreased M+4 values. (c) Threonine, whose precursor is OAA, showed consistent labeling patterns among all strains. (d) Succinate, where the *Δldh Δmdh* mutant showed a labeling pattern distinct from those seen with the other strains.

The CO_2_ pool was also determined as previously described (14) and found to be 76% unlabeled (diffusion from the extracellular source) and 24% labeled (from ^13^C methanol oxidation to ^13^CO_2_).

Citrate would be expected to have labeling mainly in M+5 and M+6, if acetyl coenzyme A (AcCoA) were fully labeled in the acetyl moiety. However, it was found to have significant M+4, suggesting that AcCoA has two sources, from pyruvate (fully labeled, generating M+5 and M+6) through pyruvate dehydrogenase and from malate through malyl-CoA lyase (partially labeled, generating M+4) (Fig. 1a). The relative flux contribution to *de novo* production of AcCoA was then determined using the method described in Fig. 4a. As shown in Fig. 4b, the relative flux contribution to AcCoA in WT is calculated to be 33% from pyruvate, presumably from pyruvate dehydrogenase (PDH) and 67% from malyl-CoA lyase (MCL). For the Δ*ldh*Δ*mdh* double-knockout mutant strain, the relative contribution to AcCoA was also calculated as shown in Fig. 4b. The contribution from PDH increased to 73% while the contribution from MCL decreased to 27%. This relative flux contribution between these two pathways was also incorporated into the genome-scale model as additional constraints.

**FIG 4:**
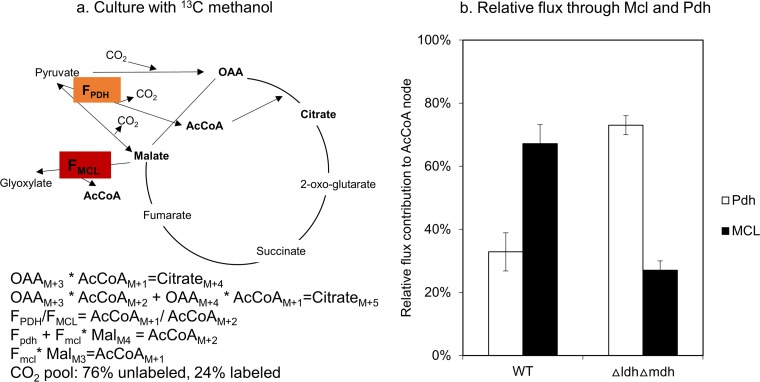
Quantitation method and result of relative flux ratio between F_PDH_ and F_MCL_. (a) Equations describing the labeling patterns of intermediate metabolites as well as relative fluxes from F_PDH_ and F_MCL_ to AcCoA. (b) Relative fluxes through PDH and MCL in both the WT strain and the *Δldh Δmdh* mutant.

### Modeling growth on methanol suggests a possible configuration consistent with experimental results.

A genome-scale model for growth at low O_2_ previously published (5) was modified to reflect methanol metabolism by adding a methanol transport reaction (see supplemental material Table S5). Other modifications were made as follows. In the original model, the flux ratio of EMP and ED is constrained by 3:1. This constraint is removed for methanol metabolism since the relative ratio has not been determined for this growth condition. We assumed that the biomass composition other than glycogen was similar to that for cultures grown on methane, which leads to an unchanged stoichiometry of precursors included in the biomass equation. Glycogen content in methanol-grown cells has been previously measured as 42% of the biomass dry weight (4).

10.1128/mBio.00406-19.7 TABLE S5 List of metabolic model reactions, metabolites, and predicted flux distributions. Download Table S5, XLSX file, 0.1 MB. Copyright © 2019 Fu et al. 2019 Fu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Specific methanol uptake was measured in vial cultures and found to be 19.3 (±1.01) mmol methanol/(gcdw·h). All of the flux balance analyses done in this study were optimized to maximize biomass growth rate. With the control model, substrate uptake rate, measured extracellular product rates, glycogen content and extracellular polymeric substance (EPS) content (assumed to be similar to methane-grown cultures [4]) were constrained. Further, we used the same values of ATP maintenance energy as those previously reported (5): the growth-associated and non-growth-associated ATP maintenance energy levels were 54.35 mmol/gcdw and 8.39 mmol/(gcdw·h), respectively. We also tested a series of values for ATP maintenance requirements, and the results confirmed that the numbers reported above gave reasonable growth rates at ∼0.2 h^−1^ (see Fig. S1 in the supplemental material).

10.1128/mBio.00406-19.2 FIG S1 Assessment of non-growth-associated and growth-associated ATP maintenance values. (a) A three-dimensional plot of predicted growth rates in response to different non-growth-associated ATP maintenance (NGA ATPM) and growth-associated ATP maintenance (GA ATPM) fluxes. (b) Contour plot of growth rate, NGA ATPM, and GA ATPM. The numbers on the contour lines represent growth rates. Download FIG S1, TIF file, 1.2 MB. Copyright © 2019 Fu et al. 2019 Fu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Several cases were simulated in the model with COBRApy, and the results are summarized in Table 3. The optimal growth rate under the “control” condition is predicted to be 0.248 h^−1^, which is higher than the range of measured growth rates (0.17 to 0.2 h^−1^) in vials or fed-batch bioreactor (4). The model was then further constrained based on the flux ratio determined through ^13^C tracer analysis (Fig. 3 and 4). The predicted growth rate dropped to 0.241 h^−1^ with an incomplete TCA cycle (fumarase reaction was set to 0). Finally, with the ratio of MCLA1/PDH = 3 constraint, the predicted growth rate dropped to 0.226 h^−1^. This represented a total 9% decrease in biomass flux with additional constraints from ^13^C tracer analysis. The impact of the flux ratio between EMP and ED on predicted growth rate was also evaluated based on the model with ^13^C results integrated. As shown in Fig. 5b, decreasing EMP/ED flux ratios reduced the value of the predicted growth rate. An EMP/ED flux ratio of 1:1 yielded a good fit to the experimental results (Table 3). The flux map generated from the last scenario is shown in Fig. 5a.

**TABLE 3:** Result summary for FBA

Models with different constraints	Growth rate (h^−1^)	O_2_/methanol consumption ratio	Biomass yield (g biomass/ g methanol)	Notes
Control	0.248	0.500	0.398	EPS and glycogen account for 10% and 42% of the total biomass, respectively; methanol uptake rate = 19.3 mmol/(gcdw·h); formate production rate = 1.82 mmol/(gcdw·h); O_2_/methanol consumption ratio ≥ 0.5
TCA_constrained	0.241	0.500	0.388	Based on the control model; set alpha-ketoglutarate dehydrogenase flux ≥ succinyl-CoA synthetase flux and fumarase flux = 0 mmol/(gcdw·h)
MCL1A/PDH_constrained	0.226	0.561	0.363	Based on the TCA_constrained model; set MCL1A flux/PDH flux = 3:1
ED/EMP_constrained	0.204	0.613	0.328	Based on the MCL1A/PDH_constrained model; set ED flux/EMP flux = 1:1
Exptl results	0.205 ± 0.014	NA	0.332 ± 0.006	The experimental results were based on two biological replicates; the measured methanol uptake rate is 19.3 ± 1.01 mmol/(gcdw·h), and the measured formate production rate is 1.82 ± 0.19 mmol/(gcdw·h)

**FIG 5:**
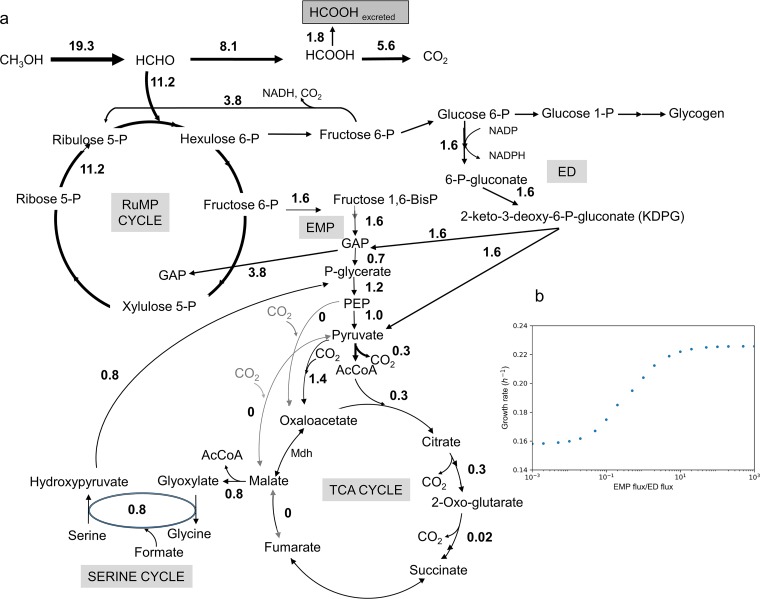
(a) Flux distribution predicted in COBRApy with the same constraints as those applied in the ED/EMP_constrained model (Table 3; see also Table S5). (b) Sensitivity analysis of EMP flux/ED flux ratio to growth rate. The results suggest that the ratio impacts the growth rate only when the value is between 0.1 and 10.

Furthermore, we evaluated how fluxes through branch points, in particular, the FDH, 6-phosphogluconate dehydratase (EDD, an enzyme in the ED pathway), PDH, and MCLA1 pathways, impacted the predicted growth rate using robustness analysis. An optimum range of about 2.5 to 3.5 mmol/(gcdw·h) is predicted for FDH flux (Fig. 6a). Below or beyond that range, the growth rate is predicted to be suboptimal. This prediction is in line with our previous experimental finding that a FDH-negative mutant has a severe growth defect and excretes more formate (15). As shown in Fig. 6b, flux through the ED pathway does not impact the predicted growth rate until the value is higher than 1.5 mmol/(gcdw·h). Beyond that point, the growth rate correlates negatively with higher flux through the ED pathway. The flux through the MCL pathway (MCLA1 reaction) shows a trend similar to that shown by the ED pathway (Fig. 6c), as a flux larger than 0.5 mmol/(gcdw·h) reduced the predicted growth rate. Finally, the PDH flux versus the biomass growth rate has a pattern similar to that seen with FDH, with the optimal range being from 0.7 to 1.3 mmol/(gcdw·h) (Fig. 6c). All four pathways have maximum acceptable values beyond which no feasible solutions could be found. For instance, the FDH flux has the broadest range, from 0 to 8 mmol/(gcdw·h), while the PDH flux can be no more than 3 mmol/(gcdw·h).

**FIG 6:**
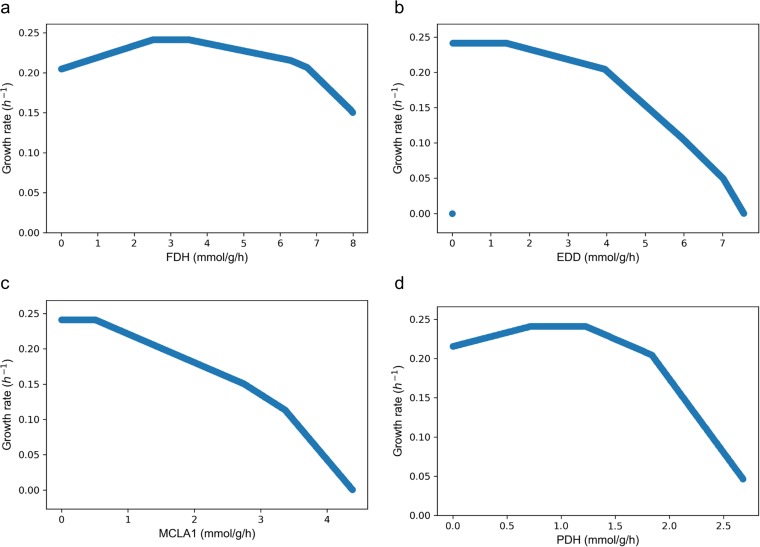
Robustness analysis of FDH (a), EDD (b), MCLA1 (c), and PDH (d) fluxes versus the growth rate. The constraints were the same as those described for the control model shown in Table 3.

## DISCUSSION

Previous studies (4, 5) raised the possibility that metabolism in M. buryatense 5GB1 during growth on methanol could be significantly different from that on methane, especially with regard to ATP and NADH utilization. In this study, we used a variety of approaches to assess metabolism during growth on these two substrates, and we identified major differences (Fig. 7).

**FIG 7:**
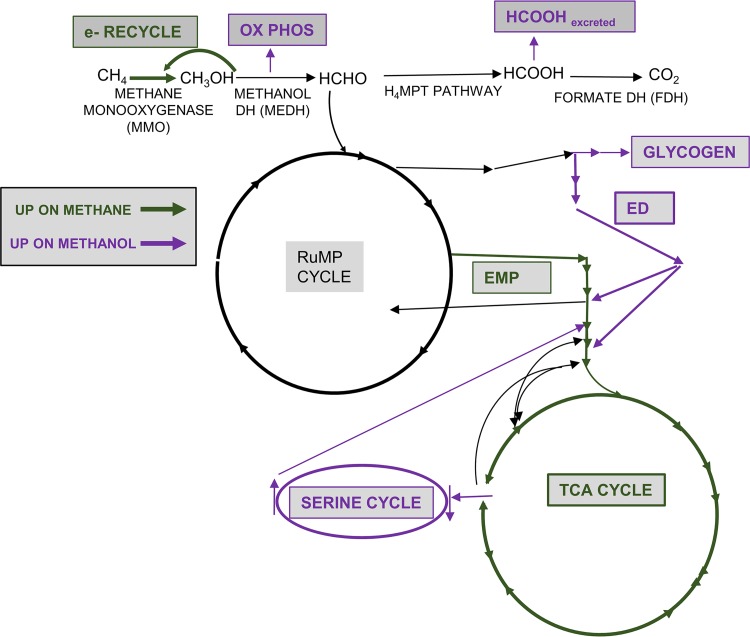
Summary of differences between methane and methanol metabolism. Green arrows show metabolic processes whose levels were increased in cultures grown on methane compared to methanol, and purple arrows show those whose levels were increased in cultures grown on methanol compared to methane.

First, the pools of several metabolites in core metabolism showed significant alterations that were consistent with major shifts in fluxes. The most striking of these was KDPG, an intermediate of the ED pathway, which showed a large increase. Coupled to significant decreases in EMP pathway intermediates PEP and 2PG plus 3PG, these results suggest a major change in the ratio of flux through the EMP and ED pathways. This concept was supported by modeling, which showed that increasing fluxes through the ED pathway helped align model predictions with measured growth rates. Flux through the ED pathway generates less ATP than flux through the EMP pathway, which is in keeping with the prediction that the ATP generated as a result of methanol dehydrogenase activity would result in a lower requirement for ATP production in other parts of metabolism. Other changes are predicted to affect NADH balance. As reported previously (4), levels of excreted formate were much higher in methanol-grown cultures than in methane-grown cultures, amounting to about 10% of the total methanol utilized. Such a result is consistent with lower NADH consumption needs, since the formate that is excreted is not oxidized to CO_2_ and does not generate NADH by this reaction (Fig. 1).

The flux distributions among the C3-C4 interconversion reactions, especially the relative flux distributions occurring through pyruvate dehydrogenase and malyl-CoA lyase, were significantly different for growth on methanol compared to methane. Malyl-CoA lyase and the serine cycle have been proven to be inactive in cultures grown on methane; thus, pyruvate dehydrogenase is the major pathway contributing to AcCoA synthesis. In contrast, results from our ^13^C labeling experiments confirmed that malyl-CoA lyase plays a more important role in AcCoA production under methanol conditions, contributing much more than the PDH reaction. Robustness analysis also shows that PDH and MCL1A fluxes show different correlations with the growth rate. Together, these results suggest that these two pathways could be control points of the network for responding to methanol versus methane as a substrate.

Our results show that the oxidative TCA cycle contributes little to *de novo* malate synthesis, in contrast to growth on methane, under which conditions a full oxidative cycle operates to produce malate and NADH (14). This suggests that the main function of the TCA cycle during growth on methanol is to provide precursors for *de novo* biosynthesis, decreasing the amount of NADH generated by this pathway.

Our results show a major set of changes in flux through the central metabolic pathways when methanol was the growth substrate, but the RNA-seq results show relatively small changes in transcription for the key genes involved in these reactions, highlighting the importance of directly measuring metabolites. This result is especially surprising for glycogen synthesis and degradation genes, given the large change in glycogen content, and for the genes specific to the ED pathway, given a similar large change in flux. This suggests that the changes in metabolite pools and fluxes likely represent results of posttranscriptional regulation at the protein effector level or the enzyme effector level or both. 

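Several pathways of central carbon metabolism ranked low among all genes in the libraries labelled methanol in a set test with a preset correlation between genes. None passed in another set test with an estimated correlation. That test also left out the run effect, so the tests differ in more than the correlation. Of 12 genes of formaldehyde oxidation linked to tetrahydromethanopterin, 0 were higher, 5 were lower and 7 did not pass the limma test (0 higher and 3 lower when adjusted over the list alone), and the methenyl-tetrahydromethanopterin cyclohydrolase gene MBURv2_60082 had 81.9 ± 5.04 TPM (SD, n = 3) in the libraries labelled methanol and 213 ± 12.1 TPM (SD, n = 3) in those labelled methane. The formaldehyde-activating enzyme MBURv2_60085 of the same route had a log2 fold change of -0.75 (standard error 0.15, adjusted p = 0.0062) from limma, and did not pass at -0.56 with quantile normalization. The pyruvate and C4 list holds genes of pyruvate conversion, pyruvate dehydrogenase included, and of C3-C4 interconversion. Of its 11 genes, 0 were higher, 5 were lower and 6 did not pass (0 higher and 4 lower when adjusted over the list alone). The lower genes included pyruvate carboxylase subunit B (MBURv2_130060) at -0.64 and the pyruvate dehydrogenase E2 component (MBURv2_130012) at -0.63. With 1 library left out, the genes of this list numbered 2 higher without FM18_TR3, 0 lower without FM20_TR3, 2 lower without FM21_TR2 and 3 lower without FM23_TR3 or FM21_TR1, those of formaldehyde oxidation 1 higher without FM18_TR3 and 3 lower without FM20_TR3, FM21_TR1 or FM21_TR2, and those of sucrose metabolism 1 higher without FM20_TR3. The E2 component then did not pass at -0.50 without FM23_TR3, -0.60 without FM20_TR3, -0.64 without FM21_TR1 and -0.62 without FM21_TR2, nor pyruvate carboxylase subunit B at -0.57 without FM20_TR3. Of 4 genes of sucrose metabolism, 2 were higher, 0 were lower and 2 did not pass (2 higher and 0 lower when adjusted over the list alone), and sucrose-phosphate synthase (MBURv2_130613) had a log2 fold change of 0.65 (standard error 0.12, adjusted p = 0.0053) from limma. The sucrose counts turned to 0 higher and 2 lower with median-of-ratios scaling, under which MBURv2_130613 did not pass at 0.26 (adjusted p = 0.086 from limma). With quantile normalization they were 1 higher and 1 lower. Median-of-ratios scaling gave 0 higher and 8 lower for formaldehyde oxidation and 0 higher and 8 lower for the pyruvate and C4 list. In a set test of rank against the other genes, the RuMP cycle ranked lower (adjusted p = 1.4e-06 from cameraPR with a preset correlation and adjusted p = 0.22 from camera with an estimated correlation). The values with an estimated correlation that follow are also from camera, fitted to log2(TPM + 1) with no run effect. The serine cycle did so too (adjusted p = 2.5e-04 with a preset correlation and adjusted p = 0.24 with an estimated correlation), as did formaldehyde oxidation (adjusted p = 2.5e-04 with a preset correlation and adjusted p = 0.23 with an estimated correlation). The EMP pathway ranked lower (adjusted p = 6.6e-04 with a preset correlation and adjusted p = 0.23 with an estimated correlation), and so did the pyruvate and C4 list (adjusted p = 5.8e-04 with a preset correlation and adjusted p = 0.23 with an estimated correlation). The TCA cycle did not pass, and its median was above 0 at 0.11 while its rank was low (adjusted p = 0.30 with a preset correlation and adjusted p = 0.48 with an estimated correlation). Formate dehydrogenase genes ranked higher without passing (adjusted p = 0.12 with a preset correlation and adjusted p = 0.48 with an estimated correlation), and passed at the preset correlation with quantile normalization (adjusted p = 0.0035). Lists that hold genes of Table 1, chosen by the study on these samples, are not independent evidence. Of 27 lists tested, 1 ranked higher and 11 lower at the preset correlation. At the estimated one 0 passed in camera, and 5 had an unadjusted p under 0.05.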

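Both genes specific to the Entner-Doudoroff (ED) pathway were lower in the libraries labelled methanol over all genes tested. 6-Phosphogluconate dehydratase (edd, MBURv2_130008), the first enzyme specific to the pathway, had 91.8 ± 19.6 TPM (SD, n = 3) in the libraries labelled methanol and 145 ± 13.6 TPM (SD, n = 3) in those labelled methane, which is a log2 fold change of -0.64 (standard error 0.18, adjusted p = 0.022) from limma. The aldolase that cleaves 2-keto-3-deoxy-6-phosphogluconate (MBURv2_130009) had 163 ± 26.1 TPM (SD, n = 3) in the libraries labelled methanol and 226 ± 17.3 TPM (SD, n = 3) in those labelled methane, which is a log2 fold change of -0.46 (standard error 0.16, adjusted p = 0.046) from limma. Glucose-6-phosphate dehydrogenase (MBURv2_160221), which feeds the pathway, had a log2 fold change of -0.26 (adjusted p = 0.086 from limma), and its second copy MBURv2_160378 had 0.13. Glucosephosphate isomerase (MBURv2_160089) and 6-phosphogluconolactonase (MBURv2_160368) had log2 fold changes of -0.22 and -0.17, which did not pass. Of the 6 genes of the ED list, 0 were higher, 2 were lower and 4 did not pass (0 higher and 0 lower when adjusted over the list alone), and the list ranked lower than other genes (adjusted p = 0.0088 with a preset correlation and adjusted p = 0.28 with an estimated correlation). With median-of-ratios scaling MBURv2_130008 stood at -1.03 and MBURv2_130009 at -0.85. The lower genes numbered 5 with that scaling, which added MBURv2_160221 at -0.65, MBURv2_160089 at -0.61 and MBURv2_160368 at -0.55 and turned MBURv2_160378 to -0.25. There were 5 with quantile normalization, which added MBURv2_160221 at -0.51, MBURv2_160089 at -0.51 and MBURv2_160378 at -0.44. They numbered 0 with run means, 0 without FM20_TR3, 0 without FM21_TR1, 1 (MBURv2_130008) without FM21_TR2, 1 (MBURv2_130008) without FM18_TR2 and 3 without FM18_TR3.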

A similar result has been found in the serine cycle methanol utilizer Methylobacterium extorquens AM1 during the transition from growth on succinate to growth on methanol (16) and in the methanotroph Methylomicrobium alcaliphilum 20Z^R^ in comparing growth rates with and without lanthanides (17).

As shown in this study, integrating ^13^C results into the genome-scale model provides additional constraints to the model, which redefines the solution space for predictions giving a better fit to the experimental measurements. A recent effort has been made to develop a method to constrain genome-scale models with ^13^C labeling data (18) and to eliminate the need to assume an objective function for optimization. However, we foresee the limitation of this method in C1 networks based on the same rationale for the limitation of the well-established ^13^C MFA method, which is the indistinguishable labeling patterns of many key intermediates in the RuMP cycle.

This analysis of M. buryatense 5GB1 growth on methanol extends our understanding of core metabolism in this methanotroph, demonstrating the major differences in metabolism of the two one-carbon substrates methane and methanol. The insights presented here and captured in the improved model can now serve as an improved platform for future strain engineering for growth on either methane or methanol, taking into account the differences for each substrate.

## MATERIALS AND METHODS

### Cell culture for ^13^C labeling experiment and for phenotypic characterization.

For growth curve experiments, liquid precultures were grown in 25-ml tubes in modified nitrate mineral salts medium (NMS2) (6) with 0.2% methanol at 30°C and 200 rpm; the tubes were sealed with rubber stoppers and aluminum seals (Wheaton, Millville, NJ, USA). Precultures were then used to inoculate new 25-ml tubes with a starting optical density at 600 nm (OD_600_) of 0.01 for growth rate experiments as well as ^13^C analysis. NMS2 was used for liquid culture as described previously (19).

For ^13^C labeling experiments, precultures were grown in 25-ml tubes with 0.2% methanol for 18 h. The tube cultures were then used to inoculate 50 ml fresh medium into 250-ml serum bottles (with a starting OD_600_ of 0.01). Cells were harvested at an OD_600_ of approximately 0.3 to 0.6, when the culture was at both the isotopic steady state and the metabolic steady state (20). All strains used in this study are listed in the supplemental materials (see Table S3 in the supplemental material).

10.1128/mBio.00406-19.5 TABLE S3 Strain list. Download Table S3, XLSX file, 0.01 MB. Copyright © 2019 Fu et al. 2019 Fu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Measurements of methanol and formate concentrations in culture supernatants.

Methanol concentrations were measured by using a commercial methanol assay kit (Biovision, Inc., CA, USA). Procedures were followed by the instructions provided in the kit. Formate concentrations were measured by the use of a Dionex ICS-5000 Ion Chromatography system (Thermo Fisher Scientific, Waltham, MA) equipped with a Dionex IonPac ICE-AS6 column (Thermo Fisher Scientific, Waltham, MA) (9 by 250 mm). The eluent, 0.5 mM heptafluorobutyric acid, was used at a flow rate of 1.0 ml/min and a temperature of 30°C, and the regenerant, 5 mM tetrabutylammonium hydroxide, was used at a flow rate of 3.5 ml/min and the same temperature. All the reagents were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### RNA-seq analysis.

Samples for RNA-seq analysis were taken from bioreactor experiments performed with batch cultures grown on either methane or methanol under pH control and continuous methane and airflow conditions, which have been described previously (4). Samples were taken at the late log phase. RNA was isolated and RNA-seq data analysis was carried out as described previously (5). Normalized counts and computed pairwise fold changes for the RNA-seq experiments are available in Table S1. These RNA-seq data have also been submitted to the Gene Expression Omnibus (GEO) database under accession number GSE110541.

### ^13^C labeling pattern of metabolite measurements and targeted metabolomics analysis using LC/MS-MS.

The cell quenching procedure was carried out with fast filtration and hot water extraction as previously described (21). Briefly, cell cultures were quenched using fast filtration and were saved in 50-ml Falcon tubes submerged in liquid nitrogen. The collected samples were lyophilized for 12 h to remove extra medium. The hot water extraction protocol was used to extract intracellular metabolites as described previously (21). Briefly, 20 ml of boiling water was added to 50-ml Falcon tubes, andthen the tube was placed into a hot water bath at 100°C for 20 min. The tubes were placed then on ice for 30 min. The cell extracts were centrifuged at 4°C and 3,000 × *g* for 30 min to remove cell biomass. The supernatant was transferred into new tubes and was fast frozen using liquid nitrogen. The cell lysates were lyophilized and concentrated into 50 µl water. The reconstituted samples were centrifuged with a filter (Spin-X centrifuge tube filters; Corning Inc, NY) (pore size, 0.22 μm) and then kept at −20°C until liquid chromatography/mass spectrometry (LC/MS) analysis for both ^13^C labeling pattern measurements and the targeted metabolomics study. Waters Xevo mass spectrometry (Waters Corporation, Milford, MA) was used with an ultraperformance liquid chromatography (UPLC) system for detection of labeling patterns of metabolites. Multiple-reaction monitors (MRM) were set up for each metabolite of interest. This information is also included in the supplemental material (see Table S4). Similarly, for targeted metabolomics, an internal standard of 25 μM succinate-^13^C4 and l-alanine-^13^C3 ^15^N (Sigma-Aldrich, St. Louis, MO) was spiked to the cell extract for relative quantification of metabolite pools. Multiple reaction monitors were set up for a full set of metabolites, as listed in the supplemental materials.

10.1128/mBio.00406-19.6 TABLE S4 List of MRM reactions. Download Table S4, XLSX file, 0.01 MB. Copyright © 2019 Fu et al. 2019 Fu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Extracellular metabolite secretion was measured using ^1^H NMR with a previously described protocol (4).

### Calculation of relative flux distribution in acetyl-CoA node.

Acetyl-CoA (AcCoA) has differentiated labeling patterns depending on the pathway for synthesis. Based on current understanding of central carbon metabolism in M. buryatense 5GB1, AcCoA could be synthesized in two different ways. First, it could be produced from pyruvate through pyruvate dehydrogenase; second; it could be produced from malyl-CoA through malyl-CoA lyase. Route 1 leads to fully labeled AcCoA. Route 2 produces carbon-labeled AcCoA first. MIDs of AcCoA are calculated from citrate as well as threonine (serving for OAA) since AcCoA cannot be measured directly due to the small pool amount. The following equations were then developed to estimate the relative flux amounts in the AcCoA node between route 1 and route 2.

$${\text{OAA}}_{M+3}*{\text{AcCoA}}_{M+1}={\text{citrate}}_{M+4}$$

$${\text{OAA}}_{M+3}*{\text{AcCoA}}_{M+2}+{\text{OAA}}_{M+4}*AcCoA_{M+1}={\text{citrate}}_{M+5}$$

$$F_{\text{PDH}}/F_{\text{MCL}}={\text{AcCoA}}_{M+1}/{\text{AcCoA}}_{M+2}$$

$$F_{\text{PDH}}+F_{\text{MCL}}*{\text{Mal}}_{M4}={\text{AcCoA}}_{M+2}$$

$$F_{\text{MCL}}*{\text{Mal}}_{M3}={\text{AcCoA}}_{M+1}$$

### Flux balance analysis and robustness analysis.

Genome-scale model simulation was done in COBRApy (22) with an updated model. The updated model is shown in the supplemental materials (Table S5). Robustness analysis and addition of the flux ratio constraints to the model were done with in-house-developed python scripts; both scripts are shown in the supplemental materials. In the robustness analysis, we tested how the flux of a certain reaction correlated with the growth rate by gradually increasing the value corresponding to the flux through this reaction from 0 to a value that generated no feasible solution.

### Data availability.

RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE110541. The python scripts used in this study are available in the supplemental material (see Text S1 in the supplemental material).

10.1128/mBio.00406-19.1 TEXT S1 Python scripts used in this study. Download Text S1, DOCX file, 0.1 MB. Copyright © 2019 Fu et al. 2019 Fu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

# Supplementary material for: Core Metabolism Shifts during Growth on Methanol versus Methane in the Methanotroph Methylomicrobium buryatense 5GB1
**Source:** mBio. 2019 Apr 9;10(2):e00406-19. doi: 10.1128/mBio.00406-19
**Supplement:** TEXT S1

Python Scripts

1. Robustness analysis

#function robustnessanalysis

'''

Inputs:

    model: already imported into cobra

    controlRXN: string of a reaction name

    npoints: positive integer

    objective function: string of a reaction name

    objType either maximize or minimize

Output:

    matplotlib figure

'''

import numpy as np

import cobra

from cobra import Reaction

import matplotlib.pyplot as plt

from copy import deepcopy

def robustnessanalysis(model, controlRXn, npoints, obj_function, objType):

    # step 1, check if the control RXn is in the model

    if model.reactions.has_id(controlRXn):

        #Initialize the model by deleting all exiting objetive function

        model_init=model.copy()

        Init_obj = model_init.objective

        Init_obj.clear()

        model_init.objective = Init_obj

        tempmodel=model_init.copy()

        #after initiliation, set the objective function based on the input objective function

        model_init.objective=obj_function

        # create a temp model to get the low bound and up bound of control_rxn

        tempmodel.reactions.get_by_id(controlRXn).objective_coefficient = 1

        obj_min = "minimize"

        obj_max = "maximize"

        sol_min = tempmodel.optimize(objective_sense=obj_min)

        sol_max = tempmodel.optimize(objective_sense=obj_max)

        controlFlux = np.linspace(sol_min.f, sol_max.f, npoints)

        objFlux = list()

        n = len(controlFlux)

        control_rx = model_init.reactions.get_by_id(controlRXn)

        for i in range(0, n):

            control_rx.lower_bound = controlFlux[i]

            control_rx.upper_bound = controlFlux[i]

            sol_controlled = model_init.optimize(objective_sense=objType)

            objFlux.append(sol_controlled.f)

       # re-initialized by removing the constrains on controlRXN

        control_rx.lower_bound=-1000

        control_rx.upper_bound=1000

        fig = plt.figure(figsize=(8, 6), dpi=80)

        ax1 = fig.add_subplot(111)

        ax1.scatter(controlFlux, objFlux, linestyle='-')

        ax1.set_xlabel(controlRXn)

        ax1.set_ylabel('Objective: ' + obj_function)  # display the result with a scatter plot

        plt.savefig(controlRXn + '.pdf')

    else:

        print "The control reaction is not in the model, please double check"

    return None

#Function Test Code

methmodel=cobra.io.read_sbml_model("5GB1_WT.xml")

RXN=['EDD','ENO','ATPM']

robustnessanalysis(methmodel,RXN[2], 10, 'BIOMASS_M5GB1', 'maximize')

robustnessanalysis(methmodel,RXN[1], 10, 'BIOMASS_M5GB1', 'maximize')

robustnessanalysis(methmodel,RXN[0], 10, 'BIOMASS_M5GB1', 'maximize')

1. Flux ratio constraints

import cobra

import argparse

parser = argparse.ArgumentParser(description="Force fluxes of two reactions to fit a specified ratio")

parser.add_argument("Model", help="Model to be modified")

parser.add_argument("--reaction1", dest="r1", help="First reaction to be constrained")

parser.add_argument("--reaction2", dest="r2", help="Second reaction to be constrained")

parser.add_argument("--ratio1", dest="f1", help="Ratio value of first reaction")

parser.add_argument("--ratio2", dest="f2", help="Ratio value of second reaction")

parser.add_argument("-f", dest="format", default="xml", choices=["xml", "json", "mat"],

                                                                                help="Model format (xml, json, or mat, default=xml)")

parser.add_argument("-o", dest="outfile", default=None, help="Output model file (default = input model file)")

args = parser.parse_args()

outfile = ""

if args.outfile is not None:

                outfile = args.outfile

else:

                outfile = args.Model

model = ""

if args.format == "xml":

                model = cobra.io.read_sbml_model(args.Model)

elif args.format == "json":

                model = cobra.io.load_json_model(args.Model)

elif args.format == "mat":

                model = cobra.io.load_matlab_model(args.Model)

#Confirm specified reactions exist

try:

                reaction1 = model.reactions.get_by_id(args.r1)

except KeyError:

                print("Reaction {} not in model".format(args.r1))

                parser.print_help()

                exit()

try:

                reaction2 = model.reactions.get_by_id(args.r2)

except KeyError:

                print("Reaction {} not in model".format(args.r1))

                parser.print_help()

                exit()

#Create Ghost metabolite and add to reactions

ghost_id = "RBC_{}_{}".format(args.r1, args.r2)

ghost_metabolite = cobra.Metabolite(ghost_id, name=ghost_id, compartment='c')

reaction1.add_metabolites({ghost_metabolite: float(args.f2)})

reaction2.add_metabolites({ghost_metabolite: (-1 * float(args.f1))})

#Save constrained model

if args.format == "xml":

                cobra.io.write_sbml_model(model, outfile)

elif args.format == "json":

                cobra.io.save_json_model(model, outfile)

elif args.format == "mat":

                cobra.io.save_matlab_model(model, outfile)

How the deposited data were processed for this re-analysis (not part of the article)

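RNA was sequenced from bioreactor cultures of Methylomicrobium buryatense 5GB1, with 3 libraries labelled methanol and 3 labelled methane from 2 runs per group. The paper's results section calls the cultures fed-batch, its methods and the sample labels call them batch, and the series description calls them continuous. The run was read from the FM number of each library name and the replicate within a run from the TR number, neither of which the labels spell out. Metabolite, isotope labeling and model results of the paper were not analysed here.

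The authors deposited 1 table of TPM values per gene and library, with reads divided by gene length and scaled to the same total in each library before deposit. The submitters' processing notes name BWA 0.7.12-r1044, SAMtools 1.2-232, HTSeq, DESeq2 1.2.10 and R 3.3.1, with no role given for each. The genome build is not given in the sources used here, and gene names and products were taken from the deposited table and from Table 1. The table holds 4540 genes, of which 8 have no value, all of them gene fragments, and the lengths are coding lengths, 100% of them a multiple of 3. TPM keeps no depth by itself, but with the gene lengths every value came out as a whole number of reads within 0.02 of a read, which gave the reads in genes of each library. The libraries labelled methanol had fewer of these reads than those labelled methane, so low genes are measured less precisely in them. All 15 pairs of libraries differed by more than sampling noise in a chi-square test over genes with at least 20 reads in the pair, so none was counted as a duplicate.

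From the TPM, log2(TPM + 1) was computed and genes with a mean of at least 5 TPM in one of the groups were kept, which left out 38 genes. limma 3.58.1 in R 4.3.3 was fitted with a variance trend, with the run as a random effect at a consensus correlation of 0.556 (statmod 1.5.0), and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Coefficients are methanol minus methane by the sample labels. Table 1 and the first rows of Table S1 had been seen when the design was written. Gene lists (28) were fixed before the deposited data were examined, as patterns on product names and locus tags of the paper. Lists that hold loci of Table 1, which the study chose on these libraries, are therefore not independent of the data. With at least 5 tested genes, 27 lists were tested with cameraPR on the moderated t of the fit, at a preset correlation of 0.01. The estimated correlation was used in camera on log2(TPM + 1) with no run effect, so the tests differ in more than the correlation. The genes named in the text are those of Table 1, members of the fixed lists, and the 12 with the largest rise and the 12 with the largest fall among genes past the threshold that had a mean of at least 20 TPM in the higher group, a product name, and groups of libraries that did not overlap. Of the genes tested, 71.4% had groups that did not overlap, where chance gives 10% for 3 libraries against 3 and 33.3% if the 2 runs of each group are the units. Genes MBURv2_20200, MBURv2_50335 and MBURv2_50336 fall outside this rule and were chosen after their values were seen, as were the examples named from within the fixed lists.

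The fit was tested on simulated data, 5 sets with 200 changed genes each. It called 98.5% of genes changed 4-fold, 79.1% of those changed 2-fold, 24.5% of those changed 1.5-fold and 0.210% of unchanged genes, and called no gene in sets without change. The simulation took each gene's SD and the run correlation from the fit, the same in both groups, and drew genes independently. In the data the SD of the log2 difference was 0.520 between the methanol runs and 0.158 between the methane runs. These rates therefore hold for the simulated setting and may not hold for these libraries. Alternatives set before the data were examined covered the pseudocount, the filter, median-of-ratios and quantile scaling, the treatment of the run, a block on the TR number, an unadjusted threshold, the variance trend, an estimated correlation in the set test, and leaving out each library and each run. The tests of technical explanations were written after a first fit had shown the counts of genes past the threshold with the run as a random effect, with libraries as independent samples and with run means, the largest changes, the correlations between libraries and the shares of the most abundant genes. With a library or run left out, the run correlation could not be estimated in some fits and moved widely in others, so fits that leave out a library or a run keep the value from all 6 libraries, a choice made after that estimate failed and before their counts were seen. Figures were drawn with matplotlib 3.10.9.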

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

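The tests of genomic DNA, of the 10 most abundant genes, of the FM23 label and of single libraries were chosen only after the result was seen. The values in this part are singled out because they are changes past the threshold in genes or gene lists that the paper does not discuss.

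Outside Table 1, 792 genes were past the threshold with a change of at least 2-fold, 526 with median-of-ratios scaling and 417 with quantile normalization. Among the genes past the threshold with a product name, a mean of at least 20 TPM in the higher group and groups of libraries that did not overlap, the largest rise was in a predicted esterase (MBURv2_130896), at a log2 fold change of 3.20 (adjusted p = 0.0070 from limma). Without FM23_TR3 it was 2.26, under the 2.67 of the drug resistance transporter MBURv2_20016. Among the same genes, the largest falls were in a Tat pathway signal sequence protein (MBURv2_30043), at -2.23, and the formate/nitrate transporter MBURv2_60106, at -2.22 (adjusted p = 0.0025 and 0.0032 from limma). Values given below with an estimated correlation are from camera with no run effect. Relative to the median of all genes, the median log2 fold change was -1.39 for ribosomal proteins (adjusted p = 6.6e-24 from cameraPR with a preset correlation and adjusted p = 0.25 from camera with an estimated correlation), and -0.69 with quantile normalization. It was -0.55 for nitrogen assimilation (adjusted p = 6.9e-07 from cameraPR with a preset correlation and adjusted p = 0.39 with an estimated correlation) and -0.94 for terminal oxidases and cytochrome bc1 (adjusted p = 5.8e-04 from cameraPR with a preset correlation and adjusted p = 0.28 with an estimated correlation), the latter being -0.61 without FM23_TR3. For methane monooxygenases it was -0.56 (adjusted p = 0.013 from cameraPR with a preset correlation and adjusted p = 0.23 with an estimated correlation), for methanol dehydrogenase and its cofactor -0.39 (adjusted p = 0.017 from cameraPR with a preset correlation and adjusted p = 0.23 with an estimated correlation), and for formaldehyde oxidation linked to tetrahydromethanopterin -0.66. The median of the methanol dehydrogenase list itself was 0.01, and -0.049 to 0.057 with 1 library left out, below 0 without FM20_TR3, FM21_TR1 and FM23_TR3. With quantile normalization its call was lost (adjusted p = 0.57 from cameraPR, relative median -0.14), while the relative median for formaldehyde oxidation was -0.43. Transposases were the list that ranked higher, at 0.12 (adjusted p = 0.0010 from cameraPR with a preset correlation and adjusted p = 0.57 with an estimated correlation), and 0.073 without FM23_TR3.

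Among the genes past the threshold, more were higher than lower in the libraries labelled methanol. With every library thinned to the depth of the smallest, the median log2 fold change was 0.39. Thinning keeps the expected share of reads of each gene, so that median had little room to move. The test therefore cannot decide on the depth difference, which stays open. The median TPM difference was 3.43 times as large in the fifth of 10 groups of genes ordered by mean expression as in the lowest. That argues against an even floor of genomic DNA as the only cause. The median log2 fold change was 0.70 in the lowest group and -0.23 in the highest, and the test cannot exclude such a floor beside another change. A different share of the reads in a few abundant genes stays open: median-of-ratios scaling brought the share of higher genes to 47%, but it centres the fold changes and so fixes that outcome. Without the 10 most abundant genes the median was 0.31 (0.28 to 0.33 with 1 library left out), and without the 100 most abundant it was 0.22. An effect of the carbon source is also open and was not tested apart from these.

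The runs labelled methanol differed more from each other than the runs labelled methane, with an SD of the log2 difference of 0.520 against 0.158 across genes. After thinning, the SD between the methane runs was 0.386 of that between the methanol runs, which argues against depth. The FM23 library had a mean correlation with the other libraries labelled methanol that was 0.0507 above its mean correlation with those labelled methane, which argues against a wrong label on that library alone. A difference between the cultures of these runs stays open, and no biological explanation was tested.

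The gene pmoA (MBURv2_210046), a subunit gene of particulate methane monooxygenase, had a log2 fold change of -1.81, while pmoC (MBURv2_210045) and pmoB (MBURv2_210047), which carry the locus tags on either side, had -0.09 and -0.42, which did not pass. With median-of-ratios scaling pmoB passed at -0.82. With quantile normalization pmoA stood at -1.10, and pmoC and pmoB had identical group means. That scaling gives a gene of the same rank in every library the same value, so it cannot show that pmoC and pmoB were unchanged. The ratio of pmoA to pmoC was lower in every library labelled methanol than in every library labelled methane (exact permutation test, two-sided p = 0.10, the smallest that 3 against 3 allow, with each library taken as independent). Another monooxygenase gene gained at most 0.0965% of the TPM that pmoA lost, which argues against reads counted at another copy, and with any 1 library left out the difference between pmoA and pmoC was -1.56 or further from 0, which argues against a single library. An effect of the carbon source stays open as a hypothesis, and so does a bias along the operon, which was not tested.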

How the results depend on the processing

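The voom fit on the reads worked out per gene and the libraries thinned to the smallest were chosen after seeing the data. The pseudocount, the filter, the variance trend and the unadjusted threshold kept the counts of genes in each direction within 1.5 times of the main 1867 higher and 436 lower, as did voom and thinning, and no gene past the threshold under any of these settings or those below turned its direction against the main calls. The counts were 853 genes higher and 962 lower with median-of-ratios scaling and 684 genes higher and 783 lower with quantile normalization. With 1 library left out they were 1026 to 2215 higher and 176 to 535 lower, the fewest without FM20_TR3, which holds a methane run alone, and 287 and 280 lower without FM21_TR1 and FM21_TR2. Without run FM20 they were 1026 genes higher and 176 lower, and without run FM18 2700 genes higher and 785 lower, where FM23_TR3 alone is assumed to vary like the other group. Without run FM21, where the same holds for FM20_TR3, limma called 0 genes in either direction, 1036 higher and 237 lower having an unadjusted p under 0.05, and none of the named genes (0). The TR number was not taken as a pairing between the groups. For libraries with the same number, the correlations of deviations from the group means were 0.19 for FM18_TR2 with FM21_TR2, 0.22 for FM18_TR3 with FM20_TR3 and -0.01 for FM23_TR3 with FM20_TR3. For those with other numbers they ran from -0.22 to 0.14, so a pairing is not excluded. This check was made after the counts of the block fit had been seen. With the TR number as a replicate block 1414 genes higher and 289 lower were called. The cause of these changes was not tested. The 6 libraries allow 10 splits into groups of 3, too few for a share under 0.05. Only 1, the real one, gave as many as its 2303 genes, and of the others the highest gave 2116, the next 2052 and the rest 0. The splits with 2116 and 2052 put FM18_TR2 and FM18_TR3 in opposite groups and kept the FM21 libraries together. Their comparison lies partly within a run, unlike that of the real split, so these counts are not like for like. The shallower libraries labelled methanol limit the precision of low genes.

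Members of any list past the threshold were 75 higher and 221 lower with median-of-ratios scaling, 62 higher with quantile normalization, 123 higher with the replicate block, 98 to 226 higher and 57 to 142 lower with 1 library left out, 280 and 189 without run FM18, 98 and 57 without run FM20, and 0 and 0 without run FM21. Glycogen genes were 1 higher with median-of-ratios scaling and 1 with quantile normalization, 3 higher and 0 lower with run means, 1 and 0 with the replicate block, 1 to 5 and 0 to 1 with 1 library left out, 4 lower without run FM18, 1 lower without run FM23, 3 and 0 without run FM20, 0 and 0 without run FM21, and 1 lower with voom. ED genes lower were 5 with median-of-ratios scaling, 5 with quantile normalization, 0 with run means, 1 with the replicate block, 0 to 3 with 1 library left out, 0 and 0 without runs FM20 and FM21, and 1 with voom. The share of Table 1 genes under 2-fold was 61.4% with median-of-ratios scaling, 75 to 88.6% with 1 library left out, and 88.6% without run FM23. With quantile normalization 2 lists ranked higher, and with an estimated correlation 0 ranked higher and 0 lower.

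Single genes whose log2 fold change turned sign, the cause not tested, were MBURv2_210185 at -0.31, MBURv2_80101 at -0.065, MBURv2_20302 at -0.14, MBURv2_190108 at -0.17, MBURv2_80100 at -0.22, MBURv2_160358 at -0.29, MBURv2_130930 at -0.033, MBURv2_20469 at -0.34, MBURv2_240083 at -0.043, MBURv2_160378 at -0.25, MBURv2_130300 at -0.28 and MBURv2_210189 at -0.38 with median-of-ratios scaling, MBURv2_210185 at -0.21, MBURv2_160480 at -0.10, MBURv2_20302 at -0.16, MBURv2_190108 at -0.077, MBURv2_80100 at -0.13, MBURv2_160358 at -0.25, MBURv2_20469 at -0.25, MBURv2_240083 at -0.068, MBURv2_160378 at -0.44, MBURv2_210189 at -0.071 and MBURv2_260032 at 0.0011 with quantile normalization, MBURv2_210189 at -0.034 with libraries as independent samples, MBURv2_210189 at -0.051 with the replicate block, MBURv2_210179 at 0.12, MBURv2_210187 at 0.0046 and MBURv2_210189 at -0.16 without methanol replicate FM23_TR3, MBURv2_210189 at -0.0011 without methane replicate FM20_TR3, MBURv2_210189 at -0.0013 without methane replicate FM21_TR1, MBURv2_210185 at -0.026, MBURv2_20469 at -0.024 and MBURv2_130300 at -0.029 without bioreactor run FM18, MBURv2_210179 at 0.12, MBURv2_210187 at 0.0046 and MBURv2_210189 at -0.16 without bioreactor run FM23, MBURv2_210189 at -0.0011 without bioreactor run FM20, MBURv2_210045 at 0.0064 without bioreactor run FM21, MBURv2_210179 at 0.024 with voom on reads worked out per gene, MBURv2_210189 at -0.0019 with reads thinned to the smallest library. XoxF (MBURv2_210189), which did not pass, ranged from -0.16 to 0.0572 with 1 library left out.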

Differences from the paper's values

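The title of Table 1 names methanol growth compared with methane growth. The fold changes of Table 1 and Table S1 match the data only with the direction inverted, so the values here are given as libraries labelled methane over libraries labelled methanol. All 43 log2 values of Table 1 had the opposite sign by the labels and the same sign on that inverted scale. On it, 21 differed from the paper's by more than the replicate SD, the gaps running from 0.07 to 0.24. On the inverted ratio of mean TPM the paper's values lay at a nearly constant shift from those here, the paper's log2 value less the one here averaging -0.088 (SD 0.00260) across the 1990 genes of the part of Table S1 at hand. The values were, for MBURv2_210058, the paper's -1.08 against -0.97, MBURv2_130928, the paper's -0.921 against -0.68 and MBURv2_130931, the paper's -0.79 against -0.69. They were, for MBURv2_130929, the paper's -0.66 against -0.50, MBURv2_130613, the paper's -0.75 against -0.65 and MBURv2_130610, the paper's -0.66 against -0.56. Values stood, for MBURv2_210335, the paper's -0.59 against -0.47, MBURv2_210177, the paper's -0.55 against -0.43 and MBURv2_130310, the paper's -0.54 against -0.45. Others were, for MBURv2_20302, the paper's -0.34 against -0.25, MBURv2_190108, the paper's -0.31 against -0.22 and MBURv2_80100, the paper's -0.26 against -0.17. Further values were, for MBURv2_160358, the paper's -0.21 against -0.10, MBURv2_80063, the paper's 0.12 against 0.21 and MBURv2_160221, the paper's 0.16 against 0.26. The pairs were, for MBURv2_160313, the paper's 0.29 against 0.37, MBURv2_160305, the paper's 0.31 against 0.38 and MBURv2_60009, the paper's 0.46 against 0.58. Last, for MBURv2_130401, the paper's 0.75 against 0.84, MBURv2_160312, the paper's 0.95 against 1.07 and MBURv2_30146, the paper's 1.20 against 1.31. Of these 21, 6 no longer differed with the ratio of mean TPM, 5 with libraries as independent samples, 4 with quantile normalization, 3 with the replicate block, 2 with run means and 1 with a pseudocount of 5. With 1 library or run left out, from 1 to 8 no longer differed, and the pseudocount of 0.1, both filters, the variance trend, the unadjusted threshold and median-of-ratios scaling closed none of them. Over all 43 values, 15 differed with the ratio of mean TPM. With quantile normalization 36 differed, 5 of them in sign, and with median-of-ratios scaling 43 differed, 6 of them in sign.

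The paper gives 0.08 as the P value of the glycogen phosphorylase genes, and the unadjusted p of MBURv2_130693, the one of them whose value in Table S1 is nearest to it, was 0.017 from limma. It was within 1.5 times of the paper's under these settings, the replicate block, without methane replicate FM20_TR3 and without bioreactor run FM20, and not under the others set before the data were examined. The range that the paper gives as log2 values, 0.3 to 2.8, has the form of linear folds, and by the labels the inverted linear folds ran from 0.379 to 3.04. In Table 1 the log2 value of MBURv2_130928 is -0.921, the paper's, while Table S1 holds the paper's -0.80.

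The paper states that glgA1 and glgA2 were lower on methanol; by the labels glgA1 (MBURv2_210177) had a log2 fold change of 0.43 and glgA2 (MBURv2_210185) of 0.08, and on the inverted direction these are the values with the sign turned. The call of glgA1 was lost at 0.042 with median-of-ratios scaling and 0.10 with quantile normalization. The paper also cites a higher glycogen content in methanol-grown cultures. Its smaller vial pools of phosphoenolpyruvate, phosphoglycerate and ribose phosphate run the way of several labelled transcripts of the lower EMP pathway and RuMP cycle. Its ED pools run the opposite way to the labelled transcripts, and its hexose phosphate and citrate pools were larger on methanol. Its isotope labeling gave malyl-CoA lyase a larger role on methanol and left little flux through fumarase. By the labels several serine cycle transcripts are lower, malyl-CoA lyase did not pass and fumarase C is higher. None of these settles the direction of the transcripts. Of the glycogen phosphorylase genes it reports no visible change, at a P value over its cutoff. By the labels MBURv2_130285 had a log2 fold change of -0.81 and MBURv2_130693 of -0.40 (adjusted p = 0.041 and 0.037 from limma), and neither passed without FM20_TR3, FM21_TR1 or FM21_TR2 (0 glycogen genes lower).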

Other observations

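Several genes of nitrogen acquisition and many ribosomal protein genes were lower in the libraries labelled methanol, and several TonB-dependent receptors were higher. Of 37 genes of nitrogen assimilation, 4 were higher, 12 were lower and 21 did not pass (4 higher and 11 lower when adjusted over the list alone), and with median-of-ratios scaling 1 higher and 20 lower. They numbered, with 1 library left out, 1 higher without FM20_TR3, FM21_TR1 or FM21_TR2, 2 higher without FM23_TR3 and 7 lower without FM20_TR3. Glutamine synthetase (MBURv2_80066), which fixes ammonium into glutamine, had 1252 ± 74.9 TPM (SD, n = 3) in the libraries labelled methanol and 3055 ± 159.8 TPM (SD, n = 3) in those labelled methane, which is a log2 fold change of -1.31 (standard error 0.13, adjusted p = 0.0013) from limma. The ammonium transporter MBURv2_80070 fell by 1.61, the nitrogen regulatory protein MBURv2_80067 by 2.10 and the formate/nitrate transporter MBURv2_60106 by 2.22 on the log2 scale, and cyanate hydratase (MBURv2_60108) fell by 2.05. Of 52 ribosomal protein genes, 0 were higher, 35 were lower and 17 did not pass (0 higher and 36 lower when adjusted over the list alone; 0 higher and 42 lower with median-of-ratios scaling and 0 higher and 21 lower with quantile normalization), 1 higher without FM18_TR2 and 19 lower without FM20_TR3, with S18 (MBURv2_50385) at -1.80 and elongation factor P (MBURv2_130126) at -1.72. The SufBCD component MBURv2_50337 rose by 2.47, the genes of the preceding locus tags, MBURv2_50336 and MBURv2_50335, by 1.69 and 1.29 (the latter not passing at 1.46 without FM20_TR3, nor at 0.89 with median-of-ratios scaling and 1.04 with quantile normalization), and the Rrf2 family regulator of the next tag (MBURv2_50338) by 3.11. Monothiol glutaredoxin (MBURv2_60021), which carries iron-sulfur clusters, had 1003 ± 141 TPM (SD, n = 3) in the libraries labelled methanol and 171 ± 41.4 TPM (SD, n = 3) in those labelled methane, and cysteine desulfurase (MBURv2_20200), which supplies the sulfur, rose by 1.41. Of 32 genes of TonB-dependent receptors and iron uptake, 16 were higher, 2 were lower and 14 did not pass (17 higher and 2 lower when adjusted over the list alone), led by MBURv2_60323 at 2.58 and the siderophore receptor MBURv2_30170 at 1.67, with 1 lower without FM20_TR3, FM21_TR1 or FM21_TR2. The counts of this list were 11 higher and 4 lower with median-of-ratios scaling and 7 higher and 3 lower with quantile normalization. The list did not pass the set test (adjusted p = 0.31 from cameraPR with a preset correlation and adjusted p = 0.61 from camera with an estimated correlation). Of all 4494 genes tested, 1867 were higher. MBURv2_50337 stood at 1226 TPM in FM23_TR3 and at 597 and 476 TPM in FM18_TR2 and FM18_TR3, and its mean in the libraries labelled methane was 134 TPM.

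For type IV pili the counts were 30 genes, 14 higher and 2 lower (14 higher and 2 lower when adjusted over the list alone; 7 higher and 4 lower with median-of-ratios scaling), with the pilin genes MBURv2_150010 and MBURv2_130303 at 1.49 and 1.62. Flagella and chemotaxis had 71 genes, 18 higher and 7 lower (16 higher and 6 lower when adjusted over the list alone; 5 higher and 23 lower with median-of-ratios scaling), and flagellin (MBURv2_210385) fell by 1.70 on the log2 scale. Transposases had 56 genes, 39 higher and 0 lower (40 higher and 0 lower when adjusted over the list alone; 15 higher and 0 lower with median-of-ratios scaling), toxin-antitoxin systems had 18 genes, 9 higher and 0 lower (9 higher and 0 lower when adjusted over the list alone; 4 higher and 0 lower with median-of-ratios scaling), and exopolysaccharide synthesis had 34 genes, 15 higher and 1 lower (15 higher and 1 lower when adjusted over the list alone; 4 higher and 4 lower with median-of-ratios scaling). Counts for chaperones and heat shock proteases were 37 genes, 13 higher and 6 lower (13 higher and 6 lower when adjusted over the list alone; 6 higher and 12 lower with median-of-ratios scaling), and for oxidative stress defence 22 genes, 9 higher and 1 lower (9 higher and 1 lower when adjusted over the list alone; 6 higher and 5 lower with median-of-ratios scaling). Neither pili nor exopolysaccharide passed the set test (adjusted p = 0.20 and 0.32 from cameraPR with a preset correlation). With 1 library left out the counts were 8 higher without FM20_TR3, 0 lower without FM20_TR3 and 1 lower without FM21_TR1 or FM21_TR2 for pili, 9 higher without FM20_TR3 and 4 lower without FM20_TR3 for flagella and chemotaxis, 18 higher without FM20_TR3 and 24 higher without FM21_TR1 or FM21_TR2 for transposases. They were 9 higher without FM20_TR3 or FM21_TR1 and 0 lower without FM20_TR3 for exopolysaccharide, 8 higher without FM20_TR3, 2 lower without FM20_TR3 and 3 lower without FM21_TR2 for chaperones and heat shock proteases, 4 higher without FM20_TR3, 0 lower without FM20_TR3 and 2 lower without FM18_TR3 or FM23_TR3 for oxidative stress defence.

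Copper proteins had 19 genes, 5 higher and 1 lower (5 higher and 1 lower when adjusted over the list alone; 3 higher and 5 lower with median-of-ratios scaling), hydrogenases had 13 genes, 4 higher and 1 lower (4 higher and 1 lower when adjusted over the list alone; 1 higher and 3 lower with median-of-ratios scaling), and ectoine synthesis had 6 genes, 1 higher and 1 lower (1 higher and 1 lower when adjusted over the list alone; 0 higher and 2 lower with median-of-ratios scaling). In respiration, NADH dehydrogenases had 13 genes, 3 higher and 4 lower (3 higher and 4 lower when adjusted over the list alone; 2 higher and 6 lower with median-of-ratios scaling), ATP synthase had 22 genes, 8 higher and 7 lower (8 higher and 8 lower when adjusted over the list alone; 1 higher and 9 lower with median-of-ratios scaling), and terminal oxidases and cytochrome bc1 had 13 genes, 2 higher and 4 lower (2 higher and 4 lower when adjusted over the list alone; 1 higher and 10 lower with median-of-ratios scaling), with cytochrome c oxidase subunit 1 (MBURv2_20225) at -1.11. Methane monooxygenases had 10 genes, 2 higher and 2 lower (2 higher and 2 lower when adjusted over the list alone; 1 higher and 6 lower with median-of-ratios scaling). For methanol dehydrogenase and its cofactor pyrroloquinoline quinone (PQQ) the counts were 23 genes, 5 higher and 5 lower (5 higher and 5 lower when adjusted over the list alone; 2 higher and 11 lower with median-of-ratios scaling), with PqqA (MBURv2_130629) at 1.49, the putative dehydrogenase XoxF (MBURv2_210189), which did not pass, at 0.01, and cytochrome c-L (MBURv2_210293), which takes up the electrons of the enzyme, at -1.70. With 1 library left out the counts were 3 higher without FM20_TR3, 8 higher without FM18_TR3, 0 lower without FM20_TR3, FM21_TR1 or FM21_TR2 and 2 lower without FM18_TR2 or FM23_TR3 for copper proteins, 1 higher without FM23_TR3, FM20_TR3 or FM21_TR2, 2 higher without FM21_TR1 and 7 higher without FM18_TR3 for hydrogenases, 2 higher without FM18_TR3, 0 lower without FM20_TR3 and 2 lower without FM18_TR3 for ectoine synthesis, 0 lower without FM20_TR3 and 2 lower without FM23_TR3, FM21_TR1 or FM21_TR2 for NADH dehydrogenases. They were 2 higher without FM20_TR3, 5 higher without FM21_TR1, 2 lower without FM20_TR3 and 3 lower without FM21_TR1 or FM21_TR2 for ATP synthase, 1 higher without FM20_TR3, FM21_TR1 or FM21_TR2 for terminal oxidases and cytochrome bc1, 1 higher without FM20_TR3, FM21_TR1 or FM21_TR2 for methane monooxygenases, 3 higher without FM20_TR3 and 3 lower without FM23_TR3, FM20_TR3, FM21_TR1 or FM21_TR2 for methanol dehydrogenase and PQQ. Pyruvate kinase II (MBURv2_260032) did not pass, at -0.21, but did at -0.60 with median-of-ratios scaling. Outside the lists, changes past the threshold included a drug resistance transporter (MBURv2_20016) at 3.15, a TetR family regulator (MBURv2_160069) at 2.42, nicotinamidase (MBURv2_130761) at 2.36 and a binding-protein-dependent transport protein (MBURv2_30042) at -1.86.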
